# Effects of an aged tissue niche on the immune potency of dendritic cells using simulated microgravity

**DOI:** 10.1038/s41514-023-00111-7

**Published:** 2023-07-01

**Authors:** Mei ElGindi, Jiranuwat Sapudom, Anna Garcia Sabate, Brian Chesney Quartey, Aseel Alatoom, Mohamed Al-Sayegh, Rui Li, Weiqiang Chen, Jeremy Teo

**Keywords:** Ageing, Cell biology

## Abstract

Microgravity accelerates the aging of various physiological systems, and it is well acknowledged that aged individuals and astronauts both have increased susceptibility to infections and poor response to vaccination. Immunologically, dendritic cells (DCs) are the key players in linking innate and adaptive immune responses. Their distinct and optimized differentiation and maturation phases play a critical role in presenting antigens and mounting effective lymphocyte responses for long-term immunity. Despite their importance, no studies to date have effectively investigated the effects of microgravity on DCs in their native microenvironment, which is primarily located within tissues. Here, we address a significantly outstanding research gap by examining the effects of simulated microgravity via a random positioning machine on both immature and mature DCs cultured in biomimetic collagen hydrogels, a surrogate for tissue matrices. Furthermore, we explored the effects of loose and dense tissues via differences in collagen concentration. Under these various environmental conditions, the DC phenotype was characterized using surface markers, cytokines, function, and transcriptomic profiles. Our data indicate that aged or loose tissue and exposure to RPM-induced simulated microgravity both independently alter the immunogenicity of immature and mature DCs. Interestingly, cells cultured in denser matrices experience fewer effects of simulated microgravity at the transcriptome level. Our findings are a step forward to better facilitate healthier future space travel and enhance our understanding of the aging immune system on Earth.

## Introduction

Aged individuals and astronauts participating in manned space flights have several commonalities, a major one being a compromised immune system. A hallmark sign of an aged immune system is increased susceptibility to viral and bacterial infections^1^. Similarly, since the beginning of manned space flight, it has been documented that astronauts returning from missions due to several physiological stressors, in particular microgravity (µG), also suffer from compromised immune systems^2^. Therefore, studies conducted to determine the effects of µG on the immune system will not only facilitate future and longer duration space missions through de novo countermeasures, but it has also been widely acknowledged that such studies will also help us understand our immune system as we age here on Earth^3,4^. Early studies on the effects of µG on immune cells were limited to in vitro analysis of blood samples obtained from astronauts before and after flights, where they found decreased inflammatory cytokines and reduced T lymphocyte (T cell) counts^5^. For decades, researchers have pursued to elucidate the cause of compromised immunity in astronauts, with meager advancement in knowledge, perhaps due to experimental and technical limitations that plague space biology research. In the last half-decade, vast resources have been made available by various funding agencies (NSF, NIH), national space agencies (NASA, JAXA, ESA), and the International Space Station National Laboratory (ISS) to use their orbiting platforms to accelerate aging not only on immune cells but also on a plethora of cell and organoid systems for research studies to benefit health on Earth.

In vitro, biological research performed onboard orbital space missions would be the most relevant. However, the results will be a combinatorial effect of the myriad of environmental stressors associated with space missions and not possible to decouple. As space biology was, and still is, complicated and costly, researchers developed platforms on Earth that reproduce these space environment stressors separately. µG reproduced by various platforms on Earth can be real or simulated (sµG), with each platform having differing capabilities in terms of µG magnitudes and duration of exposure that ranges from seconds to months^2^. It has been deduced that random positioning machines (RPMs) are the most appropriate for long-term space biology studies and, therefore, for aging studies as well^2,6,7^.

The attenuation of the immune response found in the elderly or astronauts could be, in part, due to the dysregulation of dendritic cells (DCs). DCs play a crucial role in bridging the innate and adaptive immune systems. DCs are the most potent antigen-presenting cells (APCs) of the innate immune system and present processed foreign peptides on major histocompatibility complexes (MHCs) that allow them to trigger cells of the adaptive immune system. Therefore, dysregulation of DCs or their immune functions could manifest in the previously reported inadequate immune potency^8–10^. Considering their importance in mounting an effective and long-lasting immune response, little work has been done to investigate how µG affects DC differentiation, maturation, and associated function^2^. Previously, sµG was shown to decrease the differentiation abilities of DCs and reduce their immunogenicity in terms of T-cell activation^8^. Another study showed that under sµG conditions, DCs had lower expression of maturation surface markers, HLADR (also known as MHCII), and CD80, as well as a diminished ability to uptake pathogens^11^. Studies are urgently needed to confirm the aforementioned findings and fully understand the molecular and cellular aspects involved during the exposure of DCs to microgravity.

While in vitro space biology experiments have provided us with knowledge, albeit limited, these are primarily studies conducted on cells in 2D environments. The caveat is that petri dishes inaccurately mimic in vivo states. Recently, 3D cell culture models have become increasingly utilized to better mimic a cell’s native microenvironment, and immune cells, in particular, have been found to be sensitive to changes in the biophysical cues found in their microenvironment^12–15^. As DCs are primarily resident in tissue and not in circulation, using biomimetic 3D cell culture models will provide better insights into the effects of µG on these cells.

To perform comprehensive cell biology on RPMs, with ample samples for statistical confidence and simultaneously having appropriate static controls and sµG exposure using the same batch of cells, engineered microvessels exist^16^. Our published microvessel design reduces the need for copious amounts of reagents; ensures that samples are kept at the axis of the rotating frames of the RPM, thereby maintaining the quality of sµG; and eliminates the need for sealing to prevent culture media leaks, thus facilitating the gaseous transfer. These microvessels have been used successfully for the evaluation of fibroblasts and T-cell biology, cultured within 3D collagen hydrogels and exposed to RPM sµG^17,18^.

We now have the opportunity to comprehensively investigate DC immune biology using physiologically relevant 3D cell culture models, having addressed the limitations of RPM-induced sµG via engineered solutions. It has been reported that aging tissues have higher porosity, decreased collagen fibril density, and extensive breakdown in crosslinking that is attributed to loss of normal tissue homeostasis where degradation supersedes synthesis^19–21^. Hence, in this study, we also investigated the effects of sµG on THP-1-derived DCs embedded in fibrillar collagen I matrices of different densities to mimic loose and dense tissue microenvironments.

Our work provides a multiresolution assessment of applying sµG to simulate accelerated aging on DCs in a 3D biomimetic cellular niche recapitulating normal and aged tissue. We analyzed surface marker expression and cytokine secretion for maturity and proinflammatory signatures, functional assays to fully characterize DCs exposed to RPM conditioning, and high-throughput RNA sequencing for genome-wide profile analyses. We assessed iDC function through uptake or phagocytic activity and that of mDCs by the ability to activate T-cells in coculture conditions as an indication of innate-adaptive communication.

## Results

DCs are key mediators between the innate and adaptive immune systems. They differentiate from monocytes and can be classified by their maturation stages. Immature DCs (iDCs) in peripheral tissues such as the skin, lungs, or lymphoid tissues seek out foreign antigens, are characterized by low levels of MHC and costimulatory molecules (e.g., CD80 and CD86) on their surface, and have poor ability to stimulate a T-cell response^22^. iDCs that uptake and process foreign antigens are said to be activated and differentiate into mature DCs (mDCs). mDCs have increased expression of MHC and costimulatory molecules on their surface and secrete specific cytokines, such as IFNγ and TNFα, that allow them to effectively stimulate the differentiation and proliferation of T-cells of the adaptive immune system at the lymph nodes^22^. Primarily, DCs are found in tissues such as the dermis or in lymph nodes, and yet, all studies conducted on the effects of RPM exposure on DCs utilize traditional in vitro 2D cell culture with cell lines^8,9,23^.

In this work, we investigated the effects of accelerated aging, via exposure to RPM conditioning, on the differentiation of THP-1-derived monocytes into iDCs and subsequent maturation into mDCs in 3D fibrillar collagen matrices that better mimic the native cellular microenvironment. We utilized loose (1 mg/mL; pore size of 11.07 ± 0.62 µm) and dense (3 mg/mL; pore size of 3.74 ± 0.75 µm) collagen matrices to further determine how aged and normal tissue density plays a role in DC differentiation and maturation. The pore size range used in this study is well correlated to those presented in native interstitial tissues^14^. Specifically, we determined changes in DC-specific surface markers, the cytokine secretion profile, hallmark cellular functions, and the transcriptome profile of these cells. A schematic illustration of the experimental design and setup, as well as matrix images, can be found in Fig. 1.

**Fig. 1:**
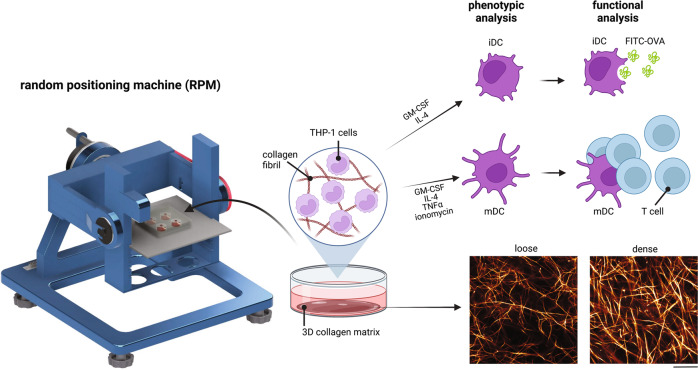
Experimental design to study DC differentiation from monocytes under the effects of matrix density and RPM conditioning. Monocytes (THP-1) were cultured with iDC or mDC differentiation cocktail in 1 mg/mL (loose) and 3 mg/mL (dense) 3D collagen matrices either under static or RPM conditions for 3 days. iDCs and mDCs were then assessed for phenotypic changes by analysis of surface markers, cytokine secretion, and RNA sequencing. Following this differentiation, FITC-OVA was added to iDCs for 1 h under the same conditions to assess functional uptake ability. T cells were cocultured with mDCs for an additional 3 days, either under static or RPM conditions to determine the effects on mDC function in terms of activating T cells and changes in cytokine secretion. The scale bar represents 25 µm.

### Immature DCs (iDCs)

To determine the effects of accelerated aging on DC differentiation in loose and dense matrices, THP-1 cells, a monocyte cell line, were differentiated into iDCs for 3 days in the presence of GM-CSF and IL-4 using static culture as a control and onboard the RPM. The cells were then assessed for changes in surface markers, cytokine secretion profile, antigen uptake ability, and global gene expression changes using RNA sequencing.

### Dense matrix supports while RPM conditioning reduced iDC differentiation capabilities

Following a 3-day differentiation into iDCs, cell morphology was first visualized using a bright field microscope. Figure 2a shows that in loose matrices under static conditions, cells appear to be rounder and more symmetrical than those cultured in dense matrices. We observed no morphological differences between samples cultured in static conditions and on the RPM. Next, iDCs were characterized through surface marker expression, namely, CD11c, CD209, CCR7, HLADR, CD80, CD86, and CD206. A representative gating strategy for these markers is found in Supplementary Figure 1. We first analyzed surface markers that are associated with DC differentiation. Under static culture conditions, CD11c, the most common DC cell surface marker, was found to be expressed at significantly higher levels in dense cell culture matrices relative to those cultured in loose matrices (Fig. 2b)^24^. Upon exposure to RPM conditioning, there were no significant differences in CD11c expression of iDCs in loose and dense matrices, but the expression was significantly reduced compared to their static controls for iDCs in denser matrices (Fig. 2b). CD209, a DC cell adhesion, and pathogen recognition receptor did not show any significant changes in levels in all culture conditions (Fig. 2b)^25^. Compared to cells cultured statically, chemokine receptor CCR7, critical for DC homing to lymph nodes, was significantly reduced in both loose and dense matrices upon exposure to RPM conditions, whereas expression levels remained the same for all other conditions (Fig. 2b)^26^. We then investigated the levels of surface markers associated with T-cell activation, an important role played by DCs in the immune system. Levels of HLADR, also known as MHCII, and CD80, a costimulatory molecule on DC surfaces, showed no significant changes under all conditions, indicating that neither RPM nor matrix density had a significant effect on these markers (Fig. 2b). On the other hand, CD86, another costimulatory molecule on the surface of DCs, was significantly upregulated in static dense matrices compared to loose matrices (Fig. 2b). Under RPM conditions, there was a significant reduction in CD86 in dense matrices compared to controls (Fig. 2b). These data indicate that iDCs cultured statically have levels of surface markers that are either constant or higher in dense matrices than in loose matrices. This suggests that a denser, or normal, microenvironment results in more differentiated and proinflammatory cells than those that are cultured in a looser or aged matrix. Our results are in alignment with a study that showed that DCs cultured on higher stiffness 2D PDMS hydrogels showed increased activation^27^. Upon exposing these samples to accelerated aging onboard the RPM, we see that the levels of surface markers are either significantly reduced or remain constant. These data are in line with studies showing that aged individuals have a lower ability for DC differentiation^28,29^.

**Fig. 2:**
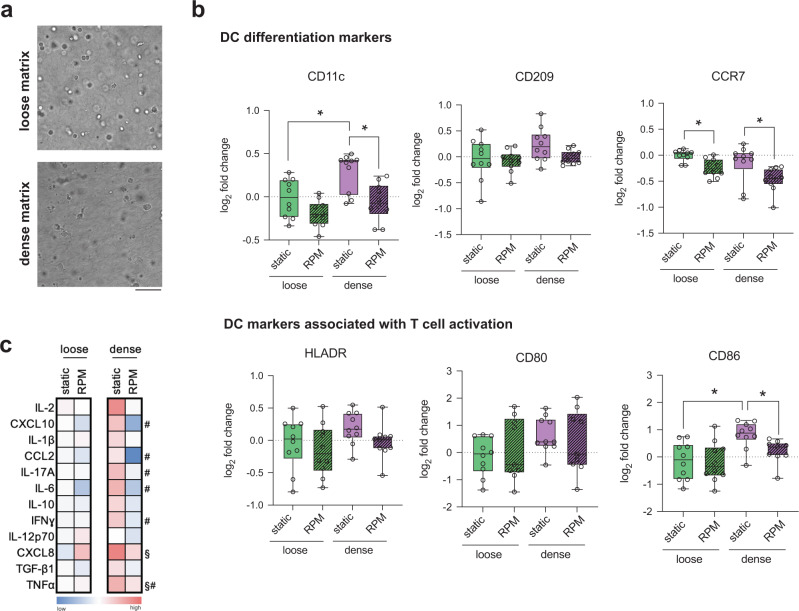
Quantitative analysis of iDC surface markers and cytokines. Monocyte-derived iDCs were cultured for 3 days under static conditions or on the RPM in loose and dense matrices. **a** Representative brightfield images of iDCs cultured in loose and dense matrices under static conditions. The scale bar represents 100 µm. **b** Analysis of surface markers associated with differentiation, namely, CD11c, CD209, and CCR7, and markers associated with T-cell activation, namely, HLADR, CD80, and CD86, using flow cytometry. The log_2_-fold change in geometric mean fluorescence intensity (gMFI) was calculated relative to samples cultured in loose matrices under static conditions. **c** Heatmap of the log_2_-fold change in cytokine secretion by iDCs cultured in loose and dense matrices under static and RPM conditions. The log_2_-fold change in the median concentration of cytokines (pg/mL) was calculated relative to the cytokine concentration secreted by iDCs in loose matrices under static conditions. Experiments were performed with at least four replicates. The box and whiskers graphs used have the center line at the median value. The upper and lower bounds of the box extend from the 25th to 75th percentiles, and the whiskers are plotted to the minimum and maximum values. * indicates significance at *p* ≤ 0.05. For the heatmap, # indicates a significant *p* ≤ 0.05 of samples in dense matrices under RPM conditions compared to dense matrices under static conditions. § indicates significant *p* ≤ 0.05 of samples in dense matrices at static conditions compared to loose matrices at static conditions.

Cytokines secreted by DCs are also critical in activating T cells of the adaptive immune response. To investigate the effects of RPM conditioning and matrix density on cytokine release by iDCs, we collected supernatants from cells differentiated into iDCs under static or RPM culture in loose and dense matrix conditions for 3 days. Data indicating raw values of the concentration of cytokines secreted by iDCs can be found in Supplementary Fig. 2. As seen in the heatmap in Fig. 2c, there is an overall trend of increased concentration of cytokine secretion in dense matrices compared to loose matrices in statically cultured conditions, with a significant increase in the levels of CXCL8 and TNFα. CXCL8 is a DC activation marker, while TNFα induces T-cell differentiation^30,31^. This overall increase in cytokine secretion in dense matrices corroborates the higher expression of proinflammatory surface markers in dense matrices. When cultured on RPM, cytokine secretion is lowered from iDCs cultured in both loose and dense matrices compared to static controls (Fig. 2c). Specifically, we observed significant decreases in the concentrations of CXCL10, CCL2, IL-17A, IL-6, IFNγ, and TNFα from iDCs in dense matrices (Fig. 2c). CXCL10 is a crucial chemokine involved in the recruitment of T cells to the site of infections, whereas CCL2 plays a role in DC maturation^32,33^. IL-17A, IFNγ, and TNFα are involved in polarizing T cells of the adaptive immune response, and IL-6 plays an important role in regulating DC differentiation^34–37^. Data have shown that elderly individuals had lower concentrations of major cytokines such as CCL2, TNFα, CXCL8, IL1b, and IL-6 than their younger counterparts, which is in agreement with the lower concentration of cytokines secreted by samples exposed to RPM conditions^38^. This lower concentration of critical cytokines released under RPM conditions is also indicative of attenuation in the immunogenicity of monocyte-derived iDCs. Hence, we can imply from proinflammatory surface marker expression and cytokine secretion data that bioreactor-aged monocytes have reduced differentiation capabilities into iDCs.

### iDC antigen uptake is enhanced in dense matrices and independent of accelerated aging

Given that the primary role of iDCs is to scan and engulf antigens, we next investigated this specific cellular function using FITC-labeled ovalbumin (FITC-OVA) and quantified the amount of uptake by iDCs using flow cytometry. Figure 3a shows a representative image of iDCs after incubation with FITC-OVA for 1 h, indicating the uptake of FITC-OVA by iDCs. Additionally, representative histogram plots from flow cytometry confirmed the uptake of FITC-OVA in all conditions (Fig. 3b). Quantifying these data, we found that there was a significant increase in FITC-OVA uptake in iDCs cultured in dense matrices compared to those in loose matrices in both static culture and on the RPM (Fig. 3c). OVA uptake is mediated by macropinocytosis and clathrin-mediated endocytosis via the macrophage mannose receptor (MMR or CD206), which was found to be expressed similarly in all culture conditions (Fig. 3d)^39^. A possible reason for the difference in FITC-OVA uptake in loose and dense matrices might arise from CD206 activity and turnover rather than expression, highlighting the mechanoregulation of the iDC function through matrix porosity. In addition, flow cytometry data revealed no significant influence of matrix porosity on FITC-OVA uptake under static culture compared to RPM conditions. These data suggest that the accelerated aging of iDCs via RPM conditioning does not significantly decrease the capability of OVA uptake. These data are in agreement with previous findings showing that aged iDCs (RPM condition in our case) could efficiently internalize ovalbumin when compared to their younger counterpart^40^.

**Fig. 3:**
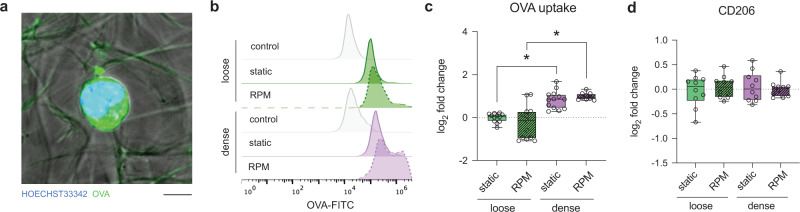
Quantitative analysis of OVA uptake by iDCs. Monocyte-derived iDCs were cultured for 3 days under static or RPM conditions in loose and dense matrices. FITC-labeled OVA was added to iDCs under their respective conditions for 1 h. **a** Representative image of iDCs cultured in a dense matrix under RPM conditions after 1 h of incubation with FITC-OVA. The scale bar represents 5 µm. **b** Representative histogram of fluorescence intensity of samples cultured under the different conditions following a 1-h incubation with FITC-OVA analyzed using flow cytometry. Control samples were cultured in the relative conditions with no FITC-OVA added. **c** Uptake of FITC-OVA calculated as the log_2_-fold change in geometric mean fluorescence intensity (gMFI) using flow cytometry. **d** Log_2_-fold change analysis of surface markers associated with uptake, namely, CD206, using flow cytometry. Log_2_-fold change was calculated relative to samples cultured in loose matrices under static conditions. Experiments were performed with at least four replicates. The box and whiskers graphs used have the center line at the median value. The upper and lower bounds of the box extend from the 25th to 75th percentiles, and the whiskers are plotted to the minimum and maximum values. * indicates significance at *p* ≤ 0.05.

### A dense matrix attenuates iDC transcriptome changes under RPM conditions

To date, few studies have investigated the effects of RPM exposure on the transcriptome profile of DCs cultured in 3D matrices. 

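THP-1 is a human monocytic leukemia line, and IL-4 with GM-CSF turns its cells into immature dendritic cells (iDCs), the stage that samples antigen. The random positioning machine (RPM) keeps turning a culture so that gravity acts from no fixed side. RNA was sequenced from iDCs kept for 3 days in collagen of 1 mg/mL (loose) or 3 mg/mL (dense), static or on the RPM, with 3 samples in each of these 4 groups. Counts per sample ran from 24903195 to 29138063 in loose static cultures (median 28272270) and from 27353088 to 28438995 in loose RPM cultures (median 28361773). In dense matrices they ran from 27808809 to 29585086 in static cultures (median 28459587) and from 23211601 to 28743213 on the RPM (median 25540565). The authors selected poly(A) RNA, aligned trimmed read pairs to GRCh38.p4 with HISAT2 and counted reads over the exons of each gene with HTSeq 0.6.1p1 without regard to strand, and the deposited values are these raw counts. From there, alternate-locus copies of 1 symbol were summed, and 22671 genes with enough counts were fitted in 1 edgeR model with the mature cells. Levels are given as CPM, the share of a gene in the counts of its sample after TMM scaling, as mean ± SD over the 3 samples of a group. A differentially expressed gene (DEG) needed a fold change of at least 2 and an FDR of at most 0.05 from the quasi-likelihood test of edgeR, and the adjusted p of a gene is from that test. Gene lists were written before the data were examined. They were compared with all other genes by camera of limma at a preset correlation between genes of 0.01. Some of the lists stand for pathways that the paper names for the RPM from these same samples. Camera calls for those lists are therefore no independent check of the pathways in the paper. With the correlation estimated from the data, no list kept a camera call in any comparison of RPM with static cultures, and the lists of the cell cycle and of promonocytic granules kept theirs between mature and immature cells. Nothing in the text or the sample labels says that the 3 samples of a group are separate cultures. Each p of a gene thus measures only the spread between samples within groups, which the model estimates over all 8 groups together. When all 3 samples of a group lie above all 3 of another, the exact two-sided p is 0.1, the smallest that 3 against 3 allow. Counts over 411 olfactory receptor genes, which blood cells do not normally express, were 4.12 ± 0.361 CPM in loose static cultures, 5.59 ± 2.61 in loose RPM, 4.50 ± 0.718 in dense static and 6.38 ± 1.67 in dense RPM cultures. For these genes, here and below, CPM is the share of all counts of a sample without TMM scaling.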

To further delve into the effects seen in the previous sections, we performed RNA sequencing on THP-1-derived iDCs cultured for 3 days statically or on the RPM in both loose and dense matrices. We began by analyzing the overall differentially expressed genes (DEGs) in the various cell culture conditions. Figure 4a shows a heatmap with the up- and downregulated DEGs in iDCs cultured in loose and dense matrices under static and RPM conditions. Volcano plots representing the up- and downregulated DEGs of RPM-conditioned samples compared to static controls in loose and dense matrices are shown in Fig. 4b, c. We observed that from iDCs cultured in loose matrices, there were 1089 differentially upregulated and 1830 differentially downregulated genes in samples cultured on the RPM compared to their static counterparts (Fig. 4d). However, there were only 283 differentially upregulated and 428 differentially downregulated genes in dense matrices despite being cultured on the RPM (Fig. 4d). Of these, there were 48 upregulated and 69 downregulated genes that were specifically altered in iDCs by being on the RPM and were independent of the matrix density that they were cultured in (Supplementary Fig. 3). 

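NOTCH1, a receptor by which touching cells steer each other's fate, was at 345 ± 28.7 CPM (SD, n = 3) on the RPM and 138 ± 69.8 CPM (SD, n = 3) in static iDCs of loose matrices. This rise is a log2 fold change of 1.32 (standard error 0.254, adjusted p = 0.0328 from edgeR). NOTCH1 (ENSG00000148400.13) lies on chromosome 9 of GRCh38 from 136494433 to 136546048. LRP1, a scavenger receptor that takes up protease complexes and other cargo, rose from 42.0 ± 16.7 to 91.2 ± 18.2 CPM (log2 fold change 1.12, adjusted p = 0.0475). HSPG2, which encodes the matrix proteoglycan perlecan, rose from 95.3 ± 25.8 to 199 ± 21.9 CPM (log2 fold change 1.06, adjusted p = 0.0392). The complement receptor CR1, the cadherin CELSR1 and the potassium channel KCNJ2 complete the 6 largest rises among called genes with a symbol, an average log2 CPM of at least 2 and groups that do not overlap, with log2 fold changes of 1.52, 1.25 and 1.03. S100A9, an alarmin of myeloid cells, fell from 207 ± 77.4 to 80.3 ± 20.4 CPM (log2 fold change -1.36, adjusted p = 0.0471). The kinetochore gene PMF1, the endosome gene COMMD9, the ATP synthase gene ATP5J2 and the pseudogene RPL13P12 fell as well, with log2 fold changes of -1.05, -1.02, -1.01 and -1.07. The same 3 loose static samples enter the comparison of dense with loose static iDCs. There CR1 and LRP1 are among the 6 largest rises in dense matrices and RPL13P12 among the falls (log2 fold changes 1.55, 1.57 and -1.03). The other genes named here are not among them. CR1 was at 1.12 CPM in loose static, 3.14 in loose RPM and 3.22 in dense static cultures. Odd levels in the loose static samples would enter both comparisons, so these 3 genes cannot tell them from an effect of the RPM. In all, 15 genes were higher and 7 lower on the RPM, and 41 in each direction passed the FDR alone. At an unadjusted p under 0.05, 1741 genes were higher and 2945 lower. DESeq2 called 77 higher and 14 lower, and limma on log2(CPM + 1) called 91 higher and 1 lower. Fitted on only the groups compared, edgeR called 0. The RPM samples lay to one side of all static samples for 17.7% of genes, where splits of 3 against 3 average 10%. When genes move together, 1 split can lie above that average without an effect. Single libraries moved the count of 22 DEGs. It was 5, 1 and 941 without static replicate 1, 2 and 3, and 1, 0 and 1 without RPM replicate 1, 2 and 3. Without static replicate 3, the genes named here all passed. Without static replicate 1, CR1 alone of them passed (adjusted p = 0.0285), and the others reached adjusted p values up to 0.298. Without static replicate 2 or RPM replicate 1, 2 or 3, none of them passed, with the highest adjusted p at 0.098, 0.212, 0.14 and 0.145. The log2 fold change of NOTCH1 ran from 1.09 to 1.81 over these 6 fits and that of S100A9 from -1.62 to -1.06.

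**Figure D1:**
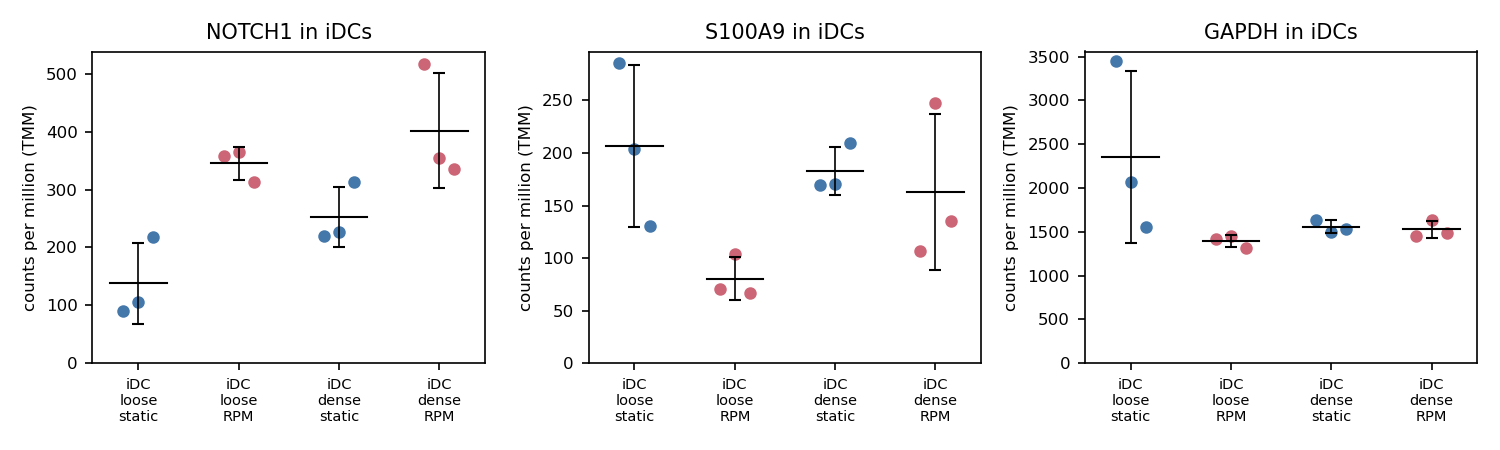
CPM (y axis) of NOTCH1, S100A9 and GAPDH in each sample of the 4 iDC groups (x axis), with the mean (long line) and SD (error bar) of the 3 samples. In loose matrices, the static samples of NOTCH1 lie between 89.8 and 218 CPM and the RPM samples between 312 and 365.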

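Replication-dependent histone genes, whose transcripts mostly end without a poly(A) tail, were called higher as a list on the RPM in iDCs of dense matrices at the preset correlation of camera (adjusted p = 0.000126) and not at an estimated one (adjusted p = 0.0605). HIST1H2AC, which encodes a histone H2A, was at 10.0 ± 2.02 CPM (SD, n = 3) on the RPM and 4.49 ± 0.333 CPM (SD, n = 3) in static cultures (log2 fold change 1.16, standard error 0.221, adjusted p = 0.223 from edgeR). All 12 histone genes measured had a log2 fold change above 0 (median 0.74), 1 passed when adjusted over the list alone, and none passed over all genes. Of 14 genes typical of fibroblasts, 12 had a log2 fold change above 0 (median 0.62, camera adjusted p = 0.00427, adjusted p = 0.857 with an estimated correlation), and these cells should hold few such transcripts. No gene passed in either direction with edgeR, where the smallest adjusted p was 0.223. At an unadjusted p under 0.05, 949 genes were higher and 423 lower, DESeq2 called 1 gene and limma on log2(CPM + 1) called 0. The count of DEGs stayed at 0 without any 1 of the 6 libraries. Groups did not overlap for 13.2% of genes, where splits of 3 against 3 average 10% and 1 split can exceed that without an effect.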

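RBM3, which encodes an RNA-binding protein that cold induces, fell on the RPM in loose matrices from 309 ± 59.2 to 167 ± 14.0 CPM (SD, n = 3 each). RBM3 (ENSG00000102317.18) lies on chromosome X of GRCh38 from 48574449 to 48581162. Its log2 fold change was -0.89 (standard error 0.149, adjusted p = 0.0164 from edgeR) in loose and -0.75 (adjusted p = 0.223) in dense matrices. The fall in loose matrices stayed between -1.03 and -0.74 without any 1 library, and its adjusted p was 0.0566, 0.085, 0.106 and 0.0929 without static replicate 2 and RPM replicates 1, 2 and 3. The number of DEGs shared by both densities was 0 in each direction with edgeR, DESeq2 and limma alike. At an unadjusted p under 0.05, 104 genes were higher in both, where independent genes would give 72.9 (Fisher's exact test, two-sided, p = 0.000227). In both, 48 were lower, where independent genes would give 55.0 (p = 0.343 from the same exact test). Genes can move together, so these p values do not measure the spread between samples.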

We next analyzed the top 15 significant biological process pathways that were altered by RPM conditioning and different matrix densities. Figure 4e shows that in looser matrices, there is a downregulation of pathways primarily involved in cellular metabolism and protein localization. 

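TPI1, an enzyme of glycolysis, fell on the RPM in iDCs of loose matrices from 212 ± 88.6 to 122 ± 2.60 CPM (SD, n = 3 each; log2 fold change -0.80, adjusted p = 0.0471 from edgeR). NDUFB4, a subunit of respiratory complex I, fell from 132 ± 48.3 to 74.6 ± 7.87 CPM (log2 fold change -0.82, adjusted p = 0.0471). GAPDH, an abundant enzyme of glycolysis, was at 1393 ± 68.3 CPM on the RPM and 2356 ± 984 CPM in static cultures (adjusted p = 0.0515). Of 79 nuclear genes of oxidative phosphorylation, 77 had a log2 fold change under 0 (median -0.60), 2 passed the FDR over all genes, and 68 were lower when adjusted over the list alone. For this list camera gave an adjusted p = 8.24e-27, or adjusted p = 0.647 with an estimated correlation. Of 20 glycolysis genes, 9 were lower and 1 higher when adjusted over the list alone (median -0.40, camera adjusted p = 0.0128, adjusted p = 0.808 with an estimated correlation). All 80 cytosolic ribosomal proteins, which build the machine of translation, were under 0 (median -0.71), and 76 were lower when adjusted over the list alone. Their camera adjusted p was 3.62e-36, or adjusted p = 0.647 with an estimated correlation. Genes of the signal recognition particle (SRP) and of translocation into the endoplasmic reticulum (ER) send new proteins to the ER. Of 32, 28 were under 0 (median -0.29), and 11 were lower and 1 higher when adjusted over the list alone. The list had a camera adjusted p = 2.18e-05, or adjusted p = 0.808 with an estimated correlation. SPCS1, a subunit of the signal peptidase, was at 84.6 ± 2.77 CPM on the RPM and 131 ± 43.3 CPM in static cultures (adjusted p = 0.0529). Genes of ribosome biogenesis showed a median of -0.27 over 56 members (19 lower when adjusted over the list alone, camera adjusted p = 2.48e-08, adjusted p = 0.647 with an estimated correlation). The type I interferon-stimulated genes had a median of -0.84 (camera adjusted p = 0.000242, adjusted p = 0.829 with an estimated correlation), a call lost without static replicate 1 (adjusted p = 0.962) or RPM replicate 2 (adjusted p = 0.138). Static replicate 1 holds the largest share of ribosomal protein counts, 10.2%, where the other static samples have 8.56% and 6.14%. Without it the log2 fold changes of TPI1 and NDUFB4 were -0.43 (adjusted p = 0.322) and -0.51 (adjusted p = 0.319). Both also missed the threshold without any other library except static replicate 3, at adjusted p values from 0.0904 to 0.212, while GAPDH and SPCS1 passed without static replicate 3 (adjusted p = 0.000129 and 0.000131). At the preset correlation, the camera calls for ribosomal proteins, ribosome biogenesis, SRP and oxidative phosphorylation held without any 1 library, and that for glycolysis was lost without static replicate 1 (adjusted p = 0.34). Of the 7 lists that stand for pathways of the paper, camera called 6 lower. In 6 of 10 splits of these samples, the real one included, it called at least as many in 1 direction. Holding without 1 library therefore does not tie the calls to the RPM.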

When antigens are engulfed by DCs, they are broken down and processed before being presented on the surface through the use of vesicles^41^. Although we observed no difference in the levels of antigen uptake between static and RPM conditions in the loose matrices described above (Fig. 3), a diminished ability to process and localize proteins could result in a decrease in the ability of DCs to present antigens on their surface, which may in turn lead to dysregulated immune responses by the adaptive immune system^42^. In fact, it has been reported that aging attenuates the antigen presentation ability of DCs^43^. On the other hand, in dense matrices, we observed that the pathways downregulated by RPM exposure compared to static controls were similarly involved in protein localization but also in the innate immune response and type I interferon responses (Fig. 4f). 

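Type I interferon-stimulated genes, which cells switch on against viruses, were called lower as a list on the RPM in iDCs of dense matrices by camera at its preset correlation (adjusted p = 3.21e-15), a call lost with an estimated one (adjusted p = 0.857). RSAD2, which blocks viral replication, was at 2.93 ± 1.35 CPM (SD, n = 3) on the RPM and 8.73 ± 5.36 CPM (SD, n = 3) in static cultures (log2 fold change -1.58, adjusted p = 0.824 from edgeR). CMPK2, its neighbor on chromosome 2, was at 5.86 ± 3.28 and 18.0 ± 10.1 CPM (log2 fold change -1.63, adjusted p = 0.824). Of 50 such genes, 48 had a log2 fold change under 0 (median -0.67) and none passed over all genes or adjusted over the list alone. TLR1, a sensor of bacterial lipopeptides, was at 7.61 ± 2.76 CPM on the RPM and 13.2 ± 2.95 CPM in static cultures (adjusted p = 0.719). Of 41 genes of innate immune sensing, 28 were under 0 (median -0.09, camera adjusted p = 0.00427, adjusted p = 0.857 with an estimated correlation). Of 39 interferon-gamma response genes, 28 were under 0 (median -0.16, camera adjusted p = 0.00597, adjusted p = 0.857 with an estimated correlation). Among genes of SRP and ER translocation, 26 of 32 were under 0 (median -0.07, camera adjusted p = 0.00686, adjusted p = 0.857 with an estimated correlation). SSR3, a subunit of the translocon, had a log2 fold change of -0.31 (adjusted p = 0.832). Of the ribosomal proteins, 77 of 80 were under 0 (median -0.12, camera adjusted p = 3.64e-05, adjusted p = 0.857 with an estimated correlation). Ribosome biogenesis had a median of -0.05 (camera adjusted p = 0.0175, adjusted p = 0.857 with an estimated correlation) and oxidative phosphorylation of -0.03 (camera adjusted p = 0.0774). Camera called 6 of these 7 lists lower at the preset correlation, and 2 without static replicate 1 or without RPM replicate 1. In 4 of 10 splits of these samples, the real one included, it called at least 6 in 1 direction, so the number does not tie the calls to the RPM. Without static replicate 1 the adjusted p was 0.0951 for innate sensing, 0.228 for the interferon-gamma response, 0.0929 for SRP and 0.114 for ribosome biogenesis. Without RPM replicate 1 it was 0.148 for the interferon-gamma response, 0.199 for SRP, 0.183 for ribosome biogenesis and 0.18 for ribosomal proteins. Oxidative phosphorylation passed without static replicate 3 (adjusted p = 0.0155) or RPM replicate 2 (adjusted p = 0.000205). The mean log2 CPM over the type I interferon list was 2.79, 4.63 and 3.88 in the RPM samples and 5.23, 4.00 and 4.50 in the static samples, so the groups overlap. Their mean difference of -0.81 was -0.32 and -1.24 without RPM replicate 1 and 2 and -0.48 without static replicate 1, and the camera call at the preset correlation held without any 1 library (adjusted p up to 0.000138).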

Interferon responses are critical for DCs to function optimally to mount effective T-cell responses^35^. It is essential to note that the significance of downregulation of the pathways in denser matrices is lower (a decrease of one order of magnitude) than that in loose matrices. This, along with the lower number of DEGs in Fig. 4d, alludes to the fact that iDCs cultured in higher-density matrices are less affected by RPM conditioning at the transcriptome level. 

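The effect of the RPM in dense matrices minus that in loose matrices was tested gene by gene as an interaction in the edgeR model. PMF1 had the smallest p of a gene whose effect was higher in dense matrices (log2 difference 1.15, standard error 0.268, adjusted p = 0.354). MAN1A1, which trims sugars on new glycoproteins, and the arginine transporter SLC7A2 had log2 differences of -0.93 and -1.29 (adjusted p = 0.354 each). No gene passed this test with edgeR or limma, 7 passed with DESeq2, and 2650 had an unadjusted p under 0.05. Without static replicate 3 of the loose matrices, 681 genes passed. The oxidative phosphorylation genes differed by a median of 0.61, and 76 of 79 had a higher log2 fold change in dense than in loose matrices (camera adjusted p = 1.45e-15, adjusted p = 0.796 with an estimated correlation). Ribosomal proteins differed by a median of 0.58 (camera adjusted p = 1.45e-15, adjusted p = 0.796 with an estimated correlation). The type I interferon-stimulated genes differed by a median of 0.09, with 28 of 50 above 0 and a median of 0.10 over all genes, while camera placed the list below other genes (adjusted p = 0.332). That difference passed without loose static replicate 1 (adjusted p = 8.5e-09), loose RPM replicate 2 (0.00371), dense static replicate 2 (0.00909) or dense RPM replicate 2 (0.000138), and the calls for oxidative phosphorylation and ribosomal proteins held without any 1 library. From the smaller number of DEGs and the weaker significance of the pathways in dense matrices, the paper proposes that iDCs in denser matrices are less affected by RPM conditioning at the level of the transcriptome.

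**Figure D2:**
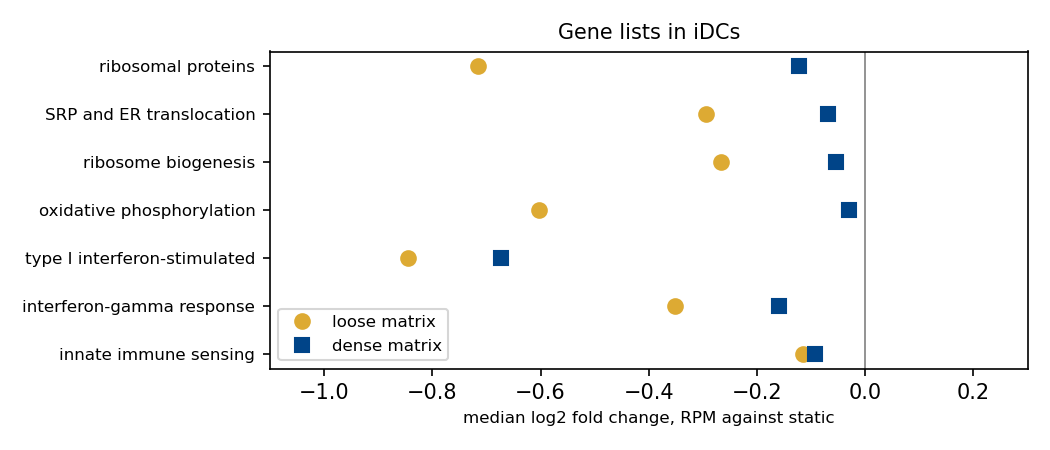
Median log2 fold change on the RPM against static iDCs (x axis) of 7 gene lists (y axis) in loose (circles) and dense (squares) matrices. The median of oxidative phosphorylation is -0.60 in loose and -0.03 in dense matrices, and that of the type I interferon-stimulated genes is -0.84 and -0.67.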

Interestingly, our previous results showed that in a 3D collagen matrix (2 mg/mL), the transcriptome of T cells was less altered compared to samples cultured in 2D cell culture conditions^18^. In addition, it indicates that RPM conditioning, or accelerated aging, has more prominent effects on samples cultured in loose or aged matrices compared to dense, normal matrices.

**Fig. 4:**
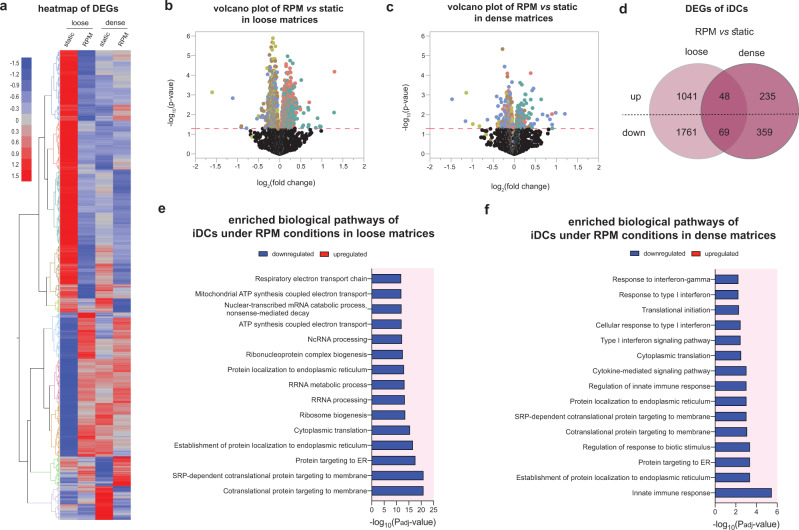
Transcriptome analysis of iDCs using RNA sequencing. iDCs were cultured for 3 days under static or RPM conditions in loose and dense matrices. **a** Heatmap of total DEGs in samples after RNA sequencing analysis. Volcano plots depicting up- and downregulated DEGs of iDCs cultured on the RPM compared to static in **b** loose and **c** dense matrices. **d** Venn diagram of the number of DEGs of iDCs cultured on the RPM compared to static in either loose or dense matrices. Top 15 enriched biological process pathways under RPM conditions in **e** loose and **f** dense matrices.

### Mature DCs

Activated iDCs further develop and mature into mDCs, express elevated levels of HLADR, CD80, and CD86, and secrete more cytokines to effectively mount a T-cell response^22^. To ensure that our differentiation protocol effectively produced mDCs, we compared the levels of surface markers on mDCs to those expressed by iDCs under static culture. As shown in Supplementary Fig. 4a, in both loose and dense matrices, mDCs expressed significantly higher levels of CD11c, HLADR, CD80, and CD86 than iDCs, indicating an increase in DC maturation and activation. Supplementary Figure 4b shows a heatmap of the fold change in cytokine concentrations secreted by mDCs compared to iDCs cultured in loose matrices. Corresponding raw fold change data for all samples can be found in Supplementary Fig. 5. As expected, cytokine analysis revealed increased levels of secretion by mDCs compared to iDCs in both loose and dense matrices (Supplementary Fig. 4b). In addition, we analyzed changes in the transcriptome of mDCs compared to iDCs using RNA sequencing in both cell culture matrices. 

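Mature dendritic cells (mDCs) were made from THP-1 cells with IL-4, GM-CSF, TNFα and ionomycin, which mimic an infection and make the cells ready to present antigen. The comparison uses the static cultures alone, with 3 samples of mDCs and 3 of iDCs in each matrix. Counts per mDC sample ran from 24258640 to 24995926 in loose matrices (median 24278848) and from 25729220 to 29137015 in dense matrices (median 29024962). The authors sequenced and counted them as they did the iDC samples, and the same edgeR model and thresholds were applied to the raw counts. The mDC samples lie apart from the iDC samples along the first principal component, which holds 46.8% of the variance of log2 CPM. Olfactory receptor genes summed to 3.67 ± 0.536 CPM in loose and 4.37 ± 0.705 CPM in dense static mDCs (SD, n = 3 each).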

Supplementary Figure 4c shows a heatmap of the overall DEGs in mDC and iDC samples cultured statically in loose and dense tissue culture conditions. Volcano plots depicting the up- and downregulated DEGs in mDCs compared to iDCs in loose and dense matrices are shown in Supplementary Fig. 4d, e. Analysis revealed that in loose matrices, there were 2969 upregulated DEGs and 3454 downregulated DEGs, while in dense matrices, there were 2408 upregulated and 2573 downregulated DEGs (Supplementary Fig. 4f). 

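Among genes with an average log2 CPM of at least 2, EHF, an ETS transcription factor, rose the most in mDCs of loose matrices, from 1.47 ± 0.818 CPM (SD, n = 3) in iDCs to 80.8 ± 14.9 CPM (SD, n = 3). This is a log2 fold change of 5.82 (standard error 0.356, adjusted p = 1.29e-11 from edgeR). The adhesion molecule VCAM1 rose from 8.22 ± 7.42 to 370 ± 79.1 CPM (log2 fold change 5.53, adjusted p = 2.75e-08), and TLR8, a sensor of single-stranded RNA, from 2.90 ± 1.37 to 66.0 ± 19.4 CPM (log2 fold change 4.54, adjusted p = 4.05e-08). CTSG, a protease of myeloid granules, fell from 1421 ± 550 to 29.5 ± 9.88 CPM in loose (log2 fold change -5.59, adjusted p = 1.49e-09) and from 668 ± 196 to 14.7 ± 2.24 CPM in dense matrices (log2 fold change -5.51, adjusted p = 3.34e-09). CTSG (ENSG00000100448.4) lies on chromosome 14 of GRCh38 from 24573518 to 24576250. In dense matrices the co-stimulatory receptor SLAMF1 rose from 0.924 ± 0.156 to 16.1 ± 5.44 CPM (log2 fold change 4.11, adjusted p = 3.62e-10). Of genes at that level the progenitor gene MS4A3 fell the most in both matrices, by 6.14 in loose and by 6.04 in dense matrices on the log2 scale. In loose matrices 1767 genes were higher in mDCs and 2441 lower. In dense matrices 1298 were higher and 1752 lower. Both matrices shared 869 of the higher and 1430 of the lower genes, where 101 and 189 would be shared if genes were independent. With limma on log2(CPM + 1), 1036 and 1593 genes were called in loose and 537 and 1310 in dense matrices. Without any 1 library the total in loose matrices stayed between 3694 and 4710, and that in dense matrices between 2270 and 3049.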

Further analysis of the top 15 enriched biological process pathways altered by the differentiation process revealed that in both loose and dense tissue culture matrices, mDCs had significantly upregulated pathways that were primarily involved in the immune response, regulation of immune cytokine secretion, responses to cytokines, and immune-related signaling pathways (Supplementary Fig. 4g, h). These data confirm that mDCs are more mature and activated than iDCs and express the expected higher levels of surface markers and cytokines, as well as upregulated genes involved in immune response pathways.

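CCL17, a chemokine that draws T cells to dendritic cells, rose in mDCs of loose matrices from 0.649 ± 0.924 CPM (SD, n = 3) to 23.8 ± 4.07 CPM (SD, n = 3; log2 fold change 5.42, adjusted p = 5.95e-08 from edgeR). In dense matrices it rose from 0.560 ± 0.341 to 19.9 ± 7.07 CPM (log2 fold change 5.13, adjusted p = 1.54e-07). CD83, a surface marker of mature dendritic cells, rose from 25.5 ± 11.1 to 138 ± 5.73 CPM in loose (adjusted p = 3.23e-09) and from 34.2 ± 4.93 to 136 ± 17.6 CPM in dense matrices (adjusted p = 1.2e-07). CD274, the ligand of the T-cell checkpoint PD-1, rose by a log2 fold change of 3.81 in loose and 2.58 in dense matrices. Of 29 NF-kB and TNF target genes, 22 were higher in loose and 20 in dense matrices and none was lower (22 in each when adjusted over the list alone, with 1 lower in dense). Their camera adjusted p was 8.46e-13 in loose (adjusted p = 0.0908 with an estimated correlation) and 6.85e-13 in dense matrices (adjusted p = 0.0638 with an estimated correlation). Of 24 genes of dendritic cell maturation, 16 were higher in each matrix, and 1 was lower in loose matrices (medians 1.67 and 1.36). This list had a camera adjusted p = 9.27e-11 (adjusted p = 0.113 with an estimated correlation) and 2.46e-12 (adjusted p = 0.0638 with an estimated correlation). Of 50 type I interferon-stimulated genes, 33 were higher in loose and 41 in dense matrices and none was lower (37 and 46 when adjusted over the list alone). Their camera adjusted p was 2.36e-09 (adjusted p = 0.486 with an estimated correlation) and 2.42e-11 (adjusted p = 0.493 with an estimated correlation). Genes of innate immune sensing went both ways, with 15 of 41 higher and 10 lower in loose and 13 higher and 9 lower in dense matrices. TMEM173, which encodes STING, the adaptor that cytosolic DNA sensing acts through, fell from 273 ± 68.5 to 29.0 ± 6.31 CPM in loose (adjusted p = 7.98e-10) and from 157 ± 35.7 to 20.1 ± 3.40 CPM in dense matrices (adjusted p = 4.65e-09). All 34 genes of the cell cycle were lower in mDCs of both matrices, also when adjusted over the list alone. Their medians were -3.39 in loose (camera adjusted p = 1.87e-41, adjusted p = 0.0425 with an estimated correlation) and -3.27 in dense matrices (camera adjusted p = 8.91e-50, adjusted p = 0.024 with an estimated correlation). CDC20, an activator of mitotic exit, fell from 312 ± 38.1 to 13.4 ± 2.71 CPM in loose matrices. Of 15 promonocytic granule and progenitor genes, 13 were lower in each matrix, and 1 was higher in loose matrices.

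**Figure D3:**
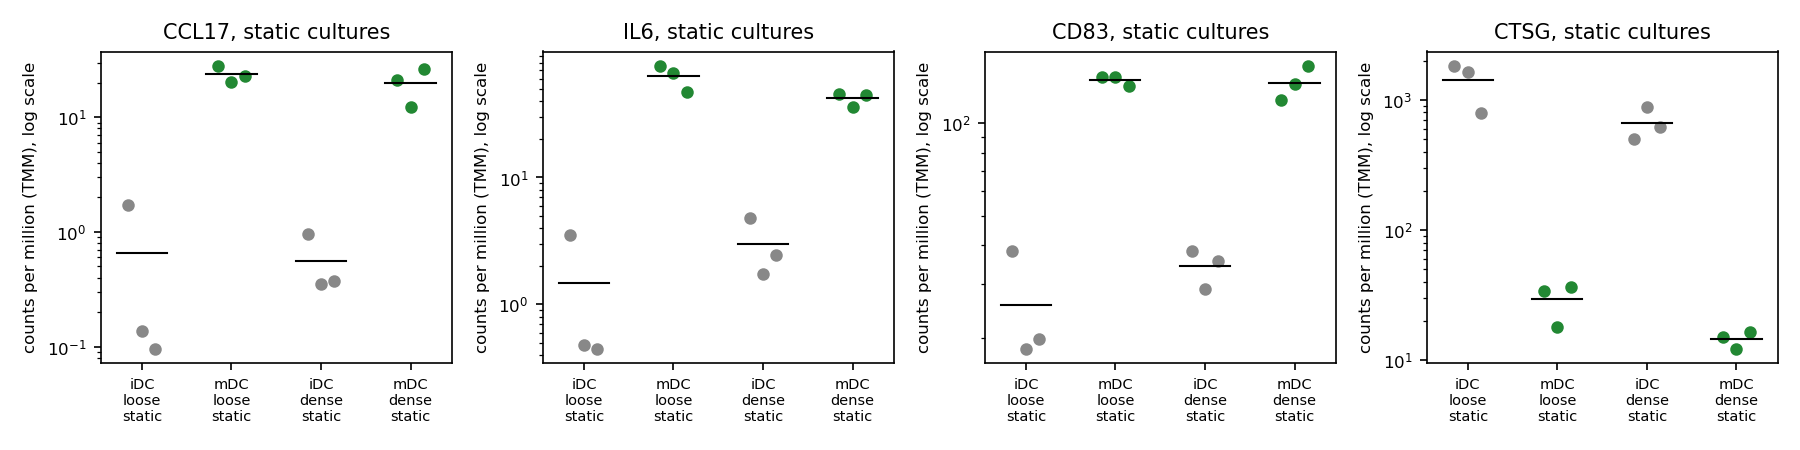
CPM on a log scale (y axis) of CCL17, IL6, CD83 and CTSG in each static sample of iDCs (gray) and mDCs (green) by matrix (x axis), with lines at the means of the 3 samples. The mDC samples of IL6 lie between 35.9 and 76.1 CPM and the iDC samples between 0.445 and 4.80 CPM.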

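Among the cytokines whose proteins the study measured, 8 had enough counts to be tested, and 7 were higher in mDCs at RNA level in each matrix (7 in loose and 8 in dense matrices when adjusted over the list alone). IL6, a cytokine that drives inflammation, rose by a log2 fold change of 5.55 in loose (standard error 0.503, adjusted p = 2.74e-09 from edgeR) and 3.81 in dense matrices (adjusted p = 3.34e-07). CXCL10, which recruits T cells, rose by 3.27 (adjusted p = 0.000952) and 4.44 (adjusted p = 0.000135). IL10, which dampens inflammation, rose by 3.52 and 2.40, the neutrophil attractant CXCL8 by 1.97 and 1.73, and IL1B by 1.69 and 1.18. CCL2 rose in loose matrices (log2 fold change 1.20, adjusted p = 0.0158) and did not pass in dense ones (0.81, adjusted p = 0.126). TGFB1, which restrains T cells, had 0.37 in loose (adjusted p = 0.128) and rose by 0.75 in dense matrices (adjusted p = 0.0035). Of the surface markers, ITGAX (CD11c) rose by 1.58 in loose (adjusted p = 3.55e-08) and 1.31 in dense matrices (adjusted p = 1.05e-06). The lectin CD209 rose by 2.46 and 1.39, and the co-stimulator CD80 by 3.11 and 1.28. MRC1 (CD206) rose by 1.96 in loose matrices (adjusted p = 8.06e-05) and had 0.49 in dense ones (adjusted p = 0.314). CD86 had 0.60 (adjusted p = 0.216) and -0.18 (adjusted p = 0.766). Some of these calls rest on single libraries. In loose matrices CCL2 had an adjusted p of 0.099 and 0.0874 without iDC replicate 2 and 3 and 0.0608 without mDC replicate 1, and TGFB1 and CD86 passed without iDC replicate 1 (adjusted p = 0.00729 and 0.03). In dense matrices IL1B had 0.0867 without iDC replicate 2, and CD80 had 0.0861, 0.0658 and 0.07 without iDC replicate 2, iDC replicate 3 and mDC replicate 1. Reads of TNF and HLA-DRA are spread over several alternate-locus copies, so their values are uncertain, and CCR7, IL12A, IL12B, IFNG, IL2, IL4 and IL17A had too few counts to be tested. From the surface markers, the cytokines and the immune pathways together, the paper concludes that mDCs are more mature and activated than iDCs.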

### Cell surface markers, cytokine secretion, and mDC function altered by matrix porosity and RPM conditioning

To determine how the same exact cell culture conditions subjected to differentiation of monocytes into iDCs affect the subsequent maturation of DCs, we cultured monocytes with a cocktail of GM-CSF, IL-4, TNFα, and ionomycin for 3 days statically and on the RPM to simulate accelerated aging. Likewise, we first analyzed morphological differences in mDCs cultured in loose and dense matrices under static conditions and on the RPM. Figure 5a shows that in loose matrices under static conditions, mDCs appear to be more round in shape than those cultured in dense matrices. mDCs cultured in dense matrices are larger in size and have dendrites that protrude from the cell (Fig. 5a). mDCs cultured in loose and dense matrices on the RPM had no morphological differences compared to those cultured statically. Next, we analyzed changes in surface marker expression levels associated with differentiation. A representative gating strategy for these markers is found in Supplementary Fig. 6. We found that mDC expression of CD11c was upregulated in dense matrices compared to loose matrices in static culture (Fig. 5b). In addition, the levels of CD11c in mDCs in both loose and dense matrices were significantly downregulated when RPM was conditioned compared to their respective static controls (Fig. 5b). Levels of CD209 were significantly increased in dense compared to loose matrices in static culture and remained constant in all other conditions, whereas CCR7 levels remained constant under any culture condition (Fig. 5b). Regarding surface markers associated with T-cell activation, the levels of HLADR, CD80, and CD86 in mDCs were significantly higher in dense matrices than in loose matrices under static conditions (Fig. 5b). When cultured on RPM, however, the expression levels remained unchanged except for CD80 (Fig. 5b). Interestingly, in loose matrices, mDC expression of CD80 was significantly higher when RPM conditioned compared to static controls (Fig. 5b). The increase in mDC surface marker levels cultured in denser matrices is in line with the results found in monocyte-derived iDCs seen above and further enforces the suggestion that the immunogenicity of DCs is increased in denser matrices. These data also point to the notion that accelerated aging, or RPM conditioning, does not alter the surface markers of mDCs as effectively as those seen in iDCs above.

**Fig. 5:**
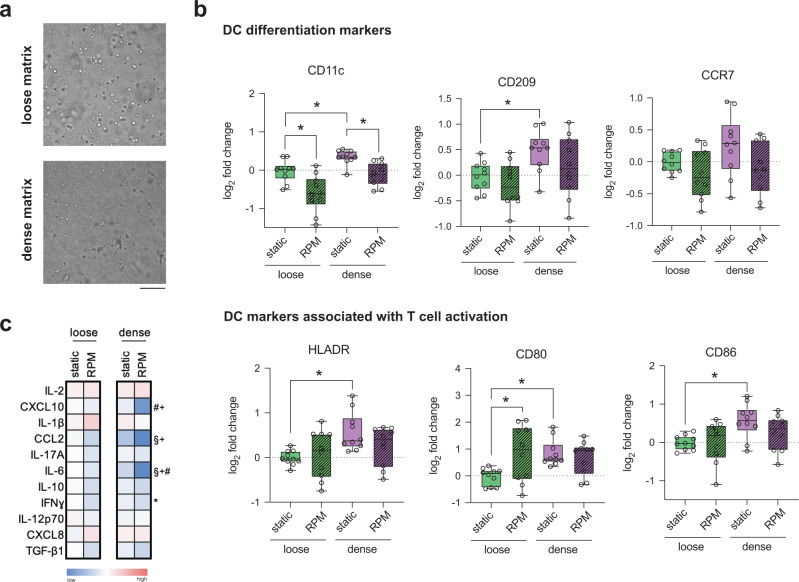
Quantitative analysis of mDC surface markers and cytokines. mDCs were cultured for 3 days under static or RPM conditions in loose and dense matrices. **a** Representative brightfield images of mDCs cultured in loose and dense matrices under static conditions. The scale bar represents 100 µm. **b** Analysis of surface markers associated with differentiation, namely, CD11c, CD209, and CCR7, and markers associated with T-cell activation, namely, HLADR, CD80, and CD86, using flow cytometry. The log_2_-fold change in geometric mean fluorescence intensity (gMFI) was calculated relative to samples cultured in loose matrices under static conditions. **c** Heatmap of the log_2_-fold change in cytokine secretion by mDCs cultured in loose and dense matrices under static and RPM conditions. The log_2_-fold change in the median concentration of cytokines (pg/mL) was calculated relative to cytokine secretion by mDCs cultured in loose matrices under static conditions. Experiments were performed with at least four replicates. The box and whiskers graphs used have the center line at the median value. The upper and lower bounds of the box extend from the 25th to 75th percentiles, and the whiskers are plotted to the minimum and maximum values. * indicates significance at *p* ≤ 0.05. For the heatmap, *indicates significant *p* ≤ 0.05 of samples in loose matrices cultured on the RPM compared to loose matrices under static conditions. # indicates significant *p* ≤ 0.05 of samples in dense matrices cultured on the RPM compared to dense matrices under static conditions. § indicates significant *p* ≤ 0.05 of samples in dense matrices cultured under static conditions compared to loose matrices cultured under static conditions. + indicates significant *p* ≤ 0.05 of samples cultured in dense matrices on the RPM compared to loose matrices on the RPM.

We also investigated the effects of simulated aging via RPM conditioning and matrix density on cytokine secretion by mDCs. Raw fold change data values of the concentration of cytokines can be found in Supplementary Fig. 7. As seen in the heatmap in Fig. 5c, there appears to be decreased secretion of cytokines in samples cultured on board the RPM compared to static controls. CXCL10 secretion by mDCs is significantly lowered in dense matrices when cultured onboard RPM (Fig. 5c). mDC CCL2 and IL-6 secretion levels were significantly lower in denser matrices when cultured statically and onboard the RPM (Fig. 5c). However, IL-6 is also significantly lower in dense matrices cultured on the RPM compared to static controls. IFNγ was also found to be significantly lower in samples cultured on the RPM compared to static conditions in loose matrices (Fig. 5c). These data show that while RPM conditioning may not play a significant role in attenuating the levels of surface markers on the surface of mDCs, it significantly reduces the secreted concentration of specific key cytokines.

### T-cell activation by mDCs is altered by matrix density and RPM conditioning

The primary role of mDCs is to mount an effective adaptive immune response by activating T-cells, and they do this by forming an immune synapse and releasing cytokines^44,45^. This synaptic physical cell-to-cell interaction between the two cells is a critical step in effectively activating T cells by providing them with their necessary signal 1 and signal 2^46^. We thus investigated this pivotal immunological functional process of mDCs under the effects of RPM conditioning and matrix density. Through image quantification, we studied the infiltration of T cells into the loose and dense matrices when cultured statically or onboard the RPM. Figure 6a shows a representative image of an mDC-T-cell interaction in dense matrices when cultured statically. Figure 6b depicts the spatial distribution of mDCs and infiltrating T cells into dense tissue matrices during static culture and on the RPM as imaged and sectioned cross-sectionally. Quantitative analysis revealed that when T cells were cultured alone, there was a significantly lower percentage of migrating cells in RPM-conditioned samples (Fig. 6c). The infiltration of T cells was rescued when T cells were cocultured with mDCs, as measured by a higher percentage of T cells migrating into the collagen matrices (Fig. 6c). Potentially, this could be due to the secretion of CCL19 by DCs and due to chemokinesis, heightening the search function of T cells for HLADR on the surface of mDCs^47^. On board the RPM, however, the % of migrating T cells into matrices when cocultured with mDCs is still lower, significantly only for loose matrices. Under static culture conditions, denser matrices resulted in a significantly lower percentage of migrating T cells. In addition, T cells migrated less into both loose and dense matrices when cocultured with mDCs onboard the RPM compared to static controls (Fig. 6c).

**Fig. 6:**
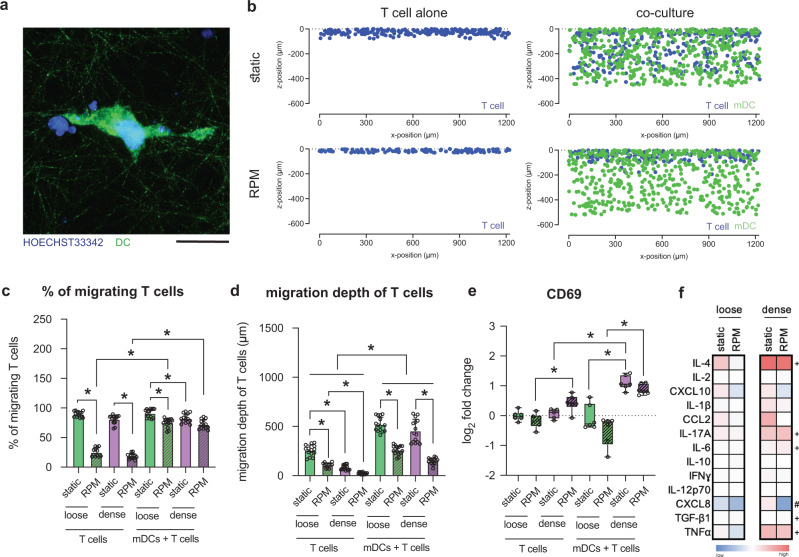
Coculture analysis of mDCs and T cells. mDCs were cocultured with T cells for 3 days in loose and dense matrices under static or RPM conditions. **a** Representative image of mDCs (green) interacting with T cells (blue) in a dense matrix under static conditions. The scale bar represents 25 µm. **b** Representative cross-section of mDCs (green) and T cells (blue) migrating into a dense matrix under static and RPM conditions. **c** Percent of migrating T cells, cultured alone or with mDCs, into loose and dense matrices under static or RPM conditions. **d** Migration depth (µm) of T cells cultured alone or with mDCs into loose and dense matrices under static or RPM conditions. **e** Analysis of CD69, a surface marker associated with T-cell activation, using flow cytometry. The log_2_-fold change in gMFI was calculated relative to the respective samples cultured in loose matrices under static conditions. **f** Heatmap of the log_2_-fold change in cytokine concentration secreted by mDCs in coculture with T cells cultured in loose and dense matrices under static and RPM conditions. The log_2_-fold change in the median concentration of cytokines (pg/mL) was calculated relative to the cytokine concentration of samples cultured in loose matrices under static conditions. Experiments were performed with at least four replicates. Bar graph data are shown as the mean ± SD. The box and whiskers graph used has the center line at the median value. The upper and lower bounds of the box extend from the 25th to 75th percentiles, and the whiskers are plotted to the minimum and maximum values. * indicates significance at *p* ≤ 0.05. For the heatmap, # indicates significant *p* ≤ 0.05 of samples in dense matrices cultured on the RPM compared to dense matrices under static conditions. + indicates significant *p* ≤ 0.05 of samples cultured in dense matrices on the RPM compared to loose matrices on the RPM.

As our mDCs were spatially distributed uniformly throughout the collagen matrices, we further quantified the migration depth of T cells. Overall, T cells migrated significantly deeper into the matrices when cocultured with mDCs than when mDCs were absent (Fig. 6d). We also observed that this infiltration into the matrices was significantly less when cultured onboard RPMs, regardless of whether they were cultured with mDCs or alone (Fig. 6d). In addition, the shorter migration distances of T cells in denser matrices are likely due to the differences in pore sizes (Fig. 6d). It is evident that T cells migrate further into the matrices in the presence of mDCs perhaps because mDCs “call” the T cells to them by the release of CCL19 and formation of their gradients^48–50^. However, when conditioned using RPM, we hypothesize that there may be a lack of gradient formed by the chemokines released by mDCs; therefore, T cells are unable to effectively locate and synapse with mDCs. However, the chemotaxis of T cells toward CCL19 gradients is still a controversial topic^51^.

For T cells that synapse with mDCs, we analyzed their activation under various culture conditions by measuring the expression of CD69, an early T-cell activation marker^52^. A representative gating strategy for this marker is found in Supplementary Figure 8. T cells alone exhibited no change in CD69 expression when cultured statically in any of the matrices (Fig. 6e). As expected, there were higher levels of CD69 on T cells cocultured with mDCs than on T cells cultured alone (Fig. 6e). On board the RPM, however, there was a significant increase in CD69 levels in T cells cultured alone in denser matrices (Fig. 6e). This is also in line with the higher activation and maturation of iDCs and mDCs in denser matrix conditions, as seen in the data above. When cocultured with mDCs, we observed significantly higher expression levels of CD69 in T cells in denser matrices for both statically cultured samples and those cultured on the RPM (Fig. 6e). Again, this is expected due to the higher activation levels of mDCs cultured in denser matrices. Furthermore, we analyzed the cytokine secretion profiles of mDCs when cocultured with T cells under various cell conditions. Figure 6f shows a heatmap representation of the cytokine concentration fold change compared to concentrations obtained from mDCs cultured in loose matrices statically. Raw concentration data of cytokines can be found in Supplementary Fig. 9. As expected, we observed elevated cytokine concentrations in cells cultured in denser matrices (Fig. 6f). In denser matrices cultured onboard the RPM, there are significantly lower levels of CXCL8, a potent chemotactic factor for a variety of immune cells, including T cells, than in their static counterparts^53^. When RPM conditioned, concentrations of TGF-β1 involved in T-cell function^54^; IL-6, a T-cell survival factor^55^; IL-17A, involved in polarizing T cells^34^; IL-4, which influences T-cell fate^56^; and TNFα, which promotes the activation and proliferation of T cells^57^, are higher in denser matrices relative to the concentration secreted by mDCs cultured in loose matrices onboard the RPM (Fig. 6f). These data support previous reports that show higher levels of cytokine concentration secreted by DCs from younger individuals compared to aged individuals^38^. The lack of change in cytokine secretion by mDCs cultured onboard RPM compared to static controls is in line with the activation levels of T cells that also had no significant differences in these same conditions (Fig. 6e).

### The effects of RPM conditioning on the mDC transcriptome are attenuated in dense matrices

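The mDC samples on the RPM came from cultures made mature with TNFα and ionomycin, kept for 3 days in loose or dense collagen, with 3 samples per matrix, and they are compared with the static mDC samples of the same matrix. Counts per sample on the RPM ran from 25225281 to 27221970 in loose matrices (median 26089597) and from 9187330 to 26081366 in dense matrices (median 24191344). RPM replicate 2 of the dense matrices is the sample with 9187330 counts, the fewest of the 24. The authors prepared and counted these libraries with the others, and the raw counts entered the same edgeR model. Olfactory receptor genes summed to 7.79, 8.64 and 34.1 CPM in the loose RPM samples and to 9.74, 21.4 and 16.6 CPM in the dense RPM samples. Genes with at least 1 count numbered 36320 ± 3880 in loose RPM (SD, n = 3) and 28950 ± 805 in loose static samples, and 33980 ± 2320 in dense RPM and 31340 ± 1130 in dense static samples.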

To investigate further, we performed RNA sequencing on monocyte-derived mDCs cultured for 3 days statically or on board RPM and in both loose and dense matrices. We began by analyzing the overall DEGs in various conditions. Figure 7a shows a heatmap with the up- and downregulated DEGs in mDCs cultured under the various conditions. Volcano plots representing the up- and downregulated DEGs under RPM conditions compared to static controls in loose and dense matrices are shown in Fig. 7b, c. In loose matrices, we can see that there are 1094 differentially upregulated and 1709 differentially downregulated genes in samples conditioned by RPM compared to static controls (Fig. 7d). 

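TNFSF18, the ligand by which dendritic cells co-stimulate T cells through GITR, fell on the RPM in mDCs of loose matrices from 20.1 ± 6.43 CPM (SD, n = 3) to 6.54 ± 0.406 CPM (SD, n = 3). This is a log2 fold change of -1.62 (standard error 0.274, adjusted p = 0.00565 from edgeR). TNFSF18 (ENSG00000120337.10) lies on chromosome 1 of GRCh38 from 173039202 to 173050941. MNDA, an interferon-inducible nuclear protein of myeloid cells, fell from 36.0 ± 7.23 to 10.2 ± 2.94 CPM (log2 fold change -1.82, adjusted p = 0.0128). The hemoglobin scavenger receptor CD163 fell from 68.1 ± 21.5 to 25.4 ± 7.71 CPM (log2 fold change -1.42, adjusted p = 0.0259), and the matrix proteoglycan VCAN from 24.2 ± 10.9 to 8.61 ± 2.65 CPM (log2 fold change -1.48, adjusted p = 0.0369). The retinoid dehydrogenase DHRS9 and CCDC85A fell with log2 fold changes of -1.30 and -1.28. HELLPAR, a long noncoding RNA, rose from 3.01 ± 1.03 to 10.2 ± 3.16 CPM (log2 fold change 1.76, adjusted p = 0.00943), and SEMA6B, a membrane semaphorin, from 3.55 ± 1.09 to 11.2 ± 5.94 CPM (log2 fold change 1.66, adjusted p = 0.00943). The LIM protein gene CRIP2, C19orf35, LCNL1 and the pseudogene NCF1C, which shares reads with NCF1, complete the 6 largest rises, with log2 fold changes from 1.45 to 1.74, of genes that passed, have a symbol and an average log2 CPM of at least 2, and do not overlap between the groups. In all, 670 genes were higher and 34 lower. The 670 are mostly genes of few counts, with a median log2 CPM of -0.56 against 2.45 over all genes, and the 34 have 3.15. Of 13 genes typical of T lymphocytes, 12 had a log2 fold change above 0 (median 0.86), 1 passed and 4 passed when adjusted over the list alone (camera adjusted p = 0.0092, adjusted p = 0.43 with an estimated correlation). Of 14 fibroblast genes, 11 were above 0 (median 0.89) and 5 passed when adjusted over the list alone (camera adjusted p = 0.0403, adjusted p = 0.588 with an estimated correlation), a camera call lost without static replicate 2 (adjusted p = 0.123) or RPM replicate 3 (adjusted p = 0.187). The count rests on RPM replicate 3, the sample with the most olfactory receptor counts. It was 1 DEG without that sample, 1171 and 970 without RPM replicate 1 and 2, and 23, 49 and 65 without static replicate 1, 2 and 3. Without RPM replicate 3 the log2 fold change of TNFSF18 was -1.72 (adjusted p = 0.0699), that of MNDA -1.72 (adjusted p = 0.145) and that of SEMA6B 1.09 (adjusted p = 0.145). The other genes named here missed the threshold without it too, at adjusted p values up to 0.38. Without static replicate 1, TNFSF18 alone of these genes passed (adjusted p = 0.0323), and the others had 0.0581 for HELLPAR to 0.159 for CRIP2. Without static replicate 2 or 3, TNFSF18, MNDA, HELLPAR and SEMA6B passed, CD163 and VCAN missed it without static replicate 3 (adjusted p = 0.0595 and 0.0868), and VCAN without RPM replicate 2 (adjusted p = 0.0737). DHRS9, CCDC85A, CRIP2, C19orf35, LCNL1 and NCF1C missed it without static replicate 2 (0.0544 for LCNL1 to 0.0915 for NCF1C), all but C19orf35 without static replicate 3 (0.0635 for LCNL1 to 0.0846 for NCF1C), and DHRS9 and NCF1C without RPM replicate 2 (0.071 and 0.0693). With the log2 olfactory receptor CPM of each sample as a covariate, chosen after the data were seen, no gene passed in edgeR. Every RPM sample of the mDCs has at least 7.79 CPM of these genes and every static one at most 5.18. This fit therefore cannot part background from the RPM. DESeq2 called 1412 genes, of which 1368 were higher, and limma on log2(CPM + 1) called 290, of which 275 were higher.

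**Figure D4:**
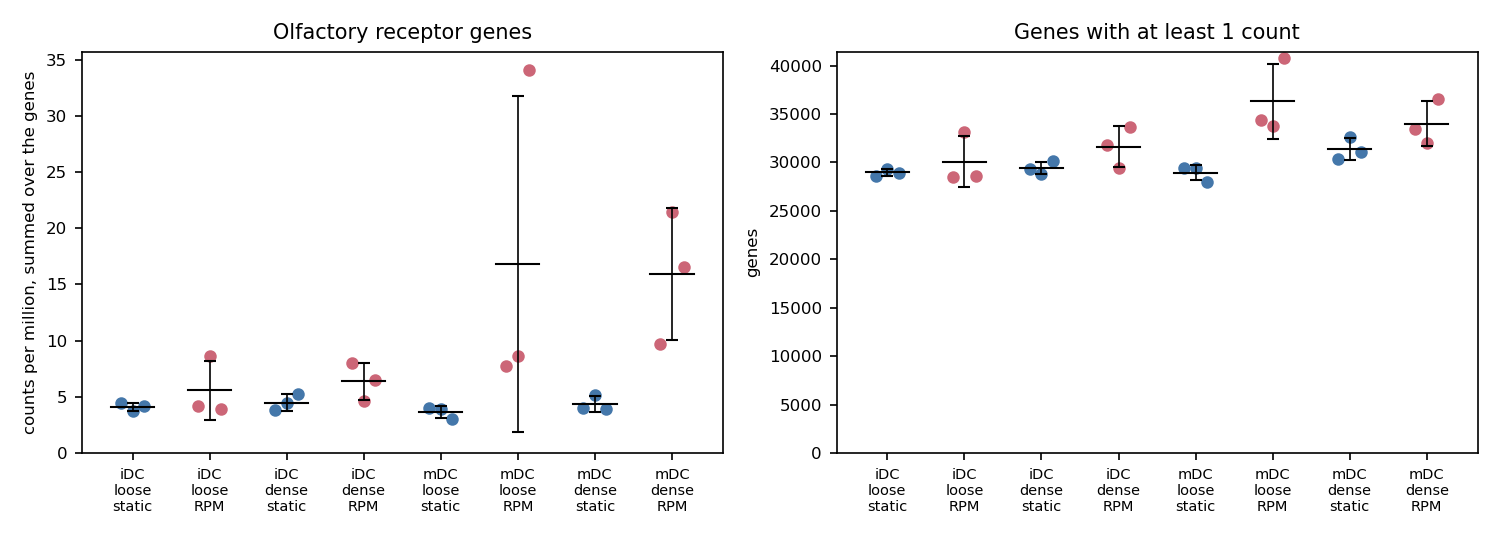
Summed CPM of 411 olfactory receptor genes (left y axis) and number of genes with at least 1 count (right y axis) in each sample of the 8 groups (x axis), static in blue and RPM in red, with the mean (long line) and SD (error bar). Loose RPM replicate 3 of the mDCs stands highest in both, at 34.1 CPM and 40782 genes.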

In dense matrices, however, there were only 606 differentially upregulated and 491 differentially downregulated genes (Fig. 7d). Of these, there were 239 upregulated and 268 downregulated genes that were specifically altered in mDCs by being cultured onboard the RPM and were independent of the matrix density that they were cultured in (Supplementary Fig. 10). 

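CDC42EP3, which links the GTPase CDC42 to the cytoskeleton, fell on the RPM in mDCs of dense matrices from 245 ± 1.46 CPM (SD, n = 3) to 148 ± 22.4 CPM (SD, n = 3). Its log2 fold change of -0.73 (standard error 0.118, adjusted p = 0.0205 from edgeR) is smaller than 2-fold. CDC42EP3 and RBM3 are the 2 genes that passed the FDR. HLA-DQA1, a chain of a class II molecule that presents peptides, was at 26.6 ± 4.91 CPM on the RPM and 10.4 ± 0.875 CPM in static cultures (adjusted p = 0.134), and it has alternate-locus copies. Of 15 class II presentation genes, 13 had a log2 fold change above 0 (median 0.48), 1 was higher when adjusted over the list alone and none over all genes. By camera these had an adjusted p = 0.00842, or adjusted p = 0.534 with an estimated correlation. Markers of other cells moved the same way, with T lymphocyte genes at a median of 0.78 (10 of 13 above 0, camera adjusted p = 0.00842, lost without RPM replicate 3 at 0.0712) and fibroblast genes at 0.64 (11 of 14 above 0, camera adjusted p = 0.0178), both with adjusted p = 0.454 at an estimated correlation. At a fold change of at least 2, edgeR called 0 genes in either direction. At an unadjusted p under 0.05, 2529 genes were higher and 1018 lower. DESeq2 called 312 higher and 17 lower, and limma on log2(CPM + 1) called 122 higher and 14 lower. The largest count without 1 library was 51, without RPM replicate 3. The camera call for class II presentation was lost without RPM replicate 1 (adjusted p = 0.0902). CDC42EP3 missed the threshold without static replicate 1 (adjusted p = 0.103), static replicate 3 (adjusted p = 0.198) and RPM replicate 2 (adjusted p = 0.305).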

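RBM3 fell on the RPM in mDCs of both matrices. In dense matrices it fell from 174 ± 29.5 CPM (SD, n = 3) to 90.8 ± 4.62 CPM (SD, n = 3), with a log2 fold change of -0.94 (standard error 0.15, adjusted p = 0.0205 from edgeR). In loose matrices its log2 fold change was -0.90 (adjusted p = 0.00565). The calls were lost without RPM replicate 3 in loose matrices (adjusted p = 0.0619), and in dense matrices without static replicate 1 (adjusted p = 0.108), static replicate 3 (adjusted p = 0.198) or RPM replicate 2 (adjusted p = 0.305). Its log2 fold change stayed between -0.97 and -0.81 in loose and between -1.09 and -0.86 in dense matrices without any 1 library. With edgeR the matrices shared 0 DEGs in either direction, with DESeq2 163 higher and 4 lower, and with limma on log2(CPM + 1) 62 higher and 3 lower. By edgeR the count was at most 9 without any 1 library, the highest without dense RPM replicate 3. At an unadjusted p under 0.05, 1520 genes were higher in both matrices and 573 lower in both, where independent genes would give 403 and 117. Genes that move together can raise such overlaps.

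**Figure D5:**
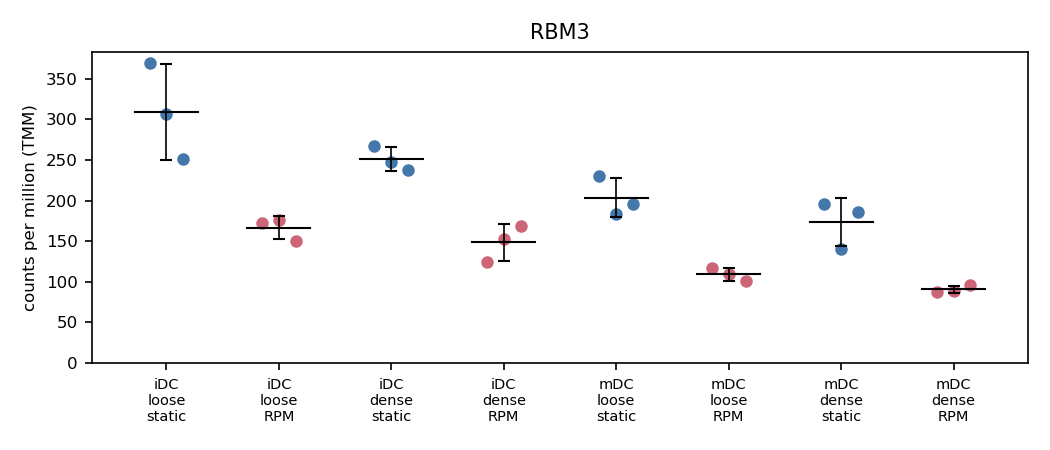
CPM of RBM3 (y axis) in each sample of the 8 groups (x axis), static in blue and RPM in red, with the mean (long line) and SD (error bar) of 3 samples. In mDCs the RPM samples lie between 87.8 and 118 CPM and the static samples between 140 and 230 CPM.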

We next analyzed the top 15 significant biological process pathways that were altered by exposure to RPM conditioning and different matrix densities. Figure 7e shows that in loose matrices, there is a downregulation of pathways primarily involved in protein targeting and localization as well as the innate immune response. On the other hand, in dense matrices, we observed that more pathways related to immune and interferon responses were downregulated in samples cultured on RPM than in static controls (Fig. 7f). 

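SSR1, a subunit of the translocon through which new proteins enter the ER, fell on the RPM in mDCs of loose matrices from 125 ± 13.1 to 79.4 ± 16.1 CPM (SD, n = 3 each; log2 fold change -0.66, adjusted p = 0.021 from edgeR). SEC63, which drives translocation, fell from 233 ± 6.78 to 172 ± 21.9 CPM (log2 fold change -0.43, adjusted p = 0.0351), and SRP54, the signal-binding subunit of the SRP, fell with a log2 fold change of -0.45 (adjusted p = 0.0369). Of 32 genes of SRP and ER translocation, 31 had a log2 fold change under 0 (median -0.38), 3 were lower at the FDR and 13 when adjusted over the list alone. With camera this list had an adjusted p = 6.25e-10, or adjusted p = 0.43 with an estimated correlation. SEC24D, a coat protein of vesicles that leave the ER, fell from 97.1 ± 9.95 to 64.4 ± 11.3 CPM (log2 fold change -0.59, adjusted p = 0.0183). Of 36 genes of ER to Golgi transport, 34 were under 0 (median -0.35), 4 were lower at the FDR and 15 when adjusted over the list alone (camera adjusted p = 1.41e-09, adjusted p = 0.43 with an estimated correlation). Of 34 genes of endocytosis, 3 were lower at the FDR and 5 when adjusted over the list alone (median -0.27, camera adjusted p = 5.02e-06, adjusted p = 0.43 with an estimated correlation), among them RAB5A of early endosomes (log2 fold change -0.52, adjusted p = 0.0319). FCGR1A, a receptor for antibody-coated particles, fell from 139 ± 14.9 to 71.5 ± 16.0 CPM (log2 fold change -0.96, adjusted p = 0.0447), and CLEC12A, an inhibitory sensor of dead cells, from 20.6 ± 1.89 to 10.9 ± 3.13 CPM (log2 fold change -0.93, adjusted p = 0.0342). Of 41 genes of innate immune sensing, 30 were under 0 (median -0.30), 3 were lower at the FDR and 5 when adjusted over the list alone. The camera test gave an adjusted p = 0.000106, or adjusted p = 0.43 with an estimated correlation. IFIT2, an antiviral gene that type I interferon induces, was at 21.9 ± 1.98 CPM on the RPM and 69.9 ± 19.8 CPM in static cultures (adjusted p = 0.112). Of the 50 type I interferon-stimulated genes, 49 were under 0 (median -0.65) and none passed over all genes or adjusted over the list alone (camera adjusted p = 4.44e-06, adjusted p = 0.604 with an estimated correlation). Ribosomal proteins and oxidative phosphorylation had medians of -0.39 (camera adjusted p = 1.52e-13, adjusted p = 0.588 with an estimated correlation) and -0.25 (camera adjusted p = 9.97e-06, adjusted p = 0.609 with an estimated correlation), and the interferon-gamma response and ribosome biogenesis of -0.43 (camera adjusted p = 0.000144, adjusted p = 0.588 with an estimated correlation) and -0.27 (camera adjusted p = 2.24e-07, adjusted p = 0.43 with an estimated correlation). At the preset correlation, camera called all 7 lists lower without any 1 library. In 3 of 10 splits of these samples, the real one included, it called 7 lists in 1 direction. Holding without 1 library therefore does not tie the calls to the RPM. With log2 olfactory receptor CPM as a covariate camera called 4, and the adjusted p was 0.214 for type I interferon, 0.104 for innate sensing and 0.636 for oxidative phosphorylation. The covariate is higher in every RPM sample than in every static one, so lost calls do not tell background from the RPM. The 7 genes that fell here each missed the threshold without RPM replicate 3 (adjusted p from 0.19 for SSR1 to 0.259 for FCGR1A) and without static replicate 1 (from 0.0799 for SEC24D to 0.152 for FCGR1A). Without static replicate 2 all but SEC24D missed it (up to 0.123 for SRP54), without static replicate 3 all but SSR1 and RAB5A (up to 0.0697 for FCGR1A), and without RPM replicate 2 FCGR1A did (0.058).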

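STAT2, a transcription factor that carries the type I interferon signal, was at 99.5 ± 39.8 CPM (SD, n = 3) on the RPM and 144 ± 17.0 CPM (SD, n = 3) in static mDCs of dense matrices (log2 fold change -0.53, adjusted p = 0.177 from edgeR). SAMD9, an antiviral restriction factor, was at 38.5 ± 36.2 and 91.6 ± 35.9 CPM (log2 fold change -1.23, adjusted p = 0.182). All 50 type I interferon-stimulated genes had a log2 fold change under 0 (median -0.95), and none passed over all genes or adjusted over the list alone. For this list camera gave an adjusted p = 2.31e-23, or adjusted p = 0.454 with an estimated correlation. CXCL11, a chemokine that interferon-gamma induces, had a log2 fold change of -2.06 (adjusted p = 0.151). Of 39 interferon-gamma response genes, 32 were under 0 (median -0.38, camera adjusted p = 1.08e-07, adjusted p = 0.454 with an estimated correlation). Of 41 genes of innate immune sensing, 32 were under 0 (median -0.14, camera adjusted p = 0.000871, adjusted p = 0.454 with an estimated correlation), with the adaptor MYD88 at -0.54 (adjusted p = 0.211). SRP and ER translocation had a median of -0.12 (camera adjusted p = 0.000968, adjusted p = 0.534 with an estimated correlation), ribosomal proteins of -0.06 (camera adjusted p = 0.0161, adjusted p = 0.844 with an estimated correlation), ribosome biogenesis of -0.08 (camera adjusted p = 0.00514, adjusted p = 0.534 with an estimated correlation), and oxidative phosphorylation of 0.03 (camera adjusted p = 0.869). The mean log2 CPM over the type I interferon list was 4.46, 3.86 and 6.41 in the RPM samples and 6.44, 5.86 and 6.70 in the static samples. Without RPM replicate 3, the sample at 6.41, STAT2 and SAMD9 passed with log2 fold changes of -0.93 (adjusted p = 0.00691) and -2.38 (adjusted p = 0.00605). Without RPM replicate 2, the sample with the fewest counts, they had adjusted p values of 0.497 and 0.483. Over the fits without 1 library, STAT2 ran from -0.93 to -0.37 and SAMD9 from -2.38 to -0.89. The mean difference over the type I interferon list was -1.42 with all samples, -2.18 without RPM replicate 3 and -0.90 without RPM replicate 2. The calls for both interferon lists, innate sensing and SRP held without any 1 library at the preset correlation. That for ribosomal proteins was lost without static replicate 3 (adjusted p = 0.0882), RPM replicate 1 (adjusted p = 0.123) and RPM replicate 3 (adjusted p = 0.053). Camera called 6 of the 7 lists lower. In 2 of 10 splits of these samples, the real one included, it called at least 6 in 1 direction, so holding without 1 library does not tie the calls to the RPM. With log2 olfactory receptor CPM as a covariate, ribosomal proteins turned to higher (adjusted p = 0.00126), SRP turned to higher without passing (adjusted p = 0.318), and innate sensing had an adjusted p = 0.693. Here too the covariate is higher in every RPM sample than in every static one, so this fit cannot part background from the RPM.

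**Figure D6:**
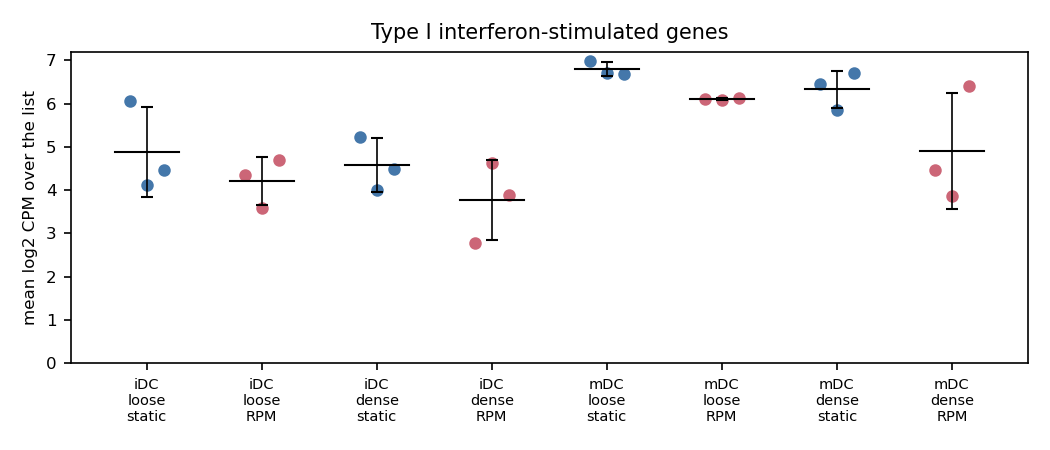
Mean log2 CPM over the type I interferon-stimulated genes (y axis) in each sample of the 8 groups (x axis), static in blue and RPM in red, with the mean (long line) and SD (error bar) of 3 samples. In dense mDCs, RPM replicate 3 lies at 6.41, within the static range of 5.86 to 6.70.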

Interferon responses are critical for DCs to function optimally and mount effective T-cell responses^35^. However, as noticed with the iDC transcriptome pathways, it is important to note that the significance of downregulation of the pathways in mDCs in dense matrices is lower than those in less dense matrices (~ one order of magnitude less). This, along with the lower number of DEGs that are altered in Fig. 7d, similarly alludes to the fact that mDCs cultured in higher-density matrices are less affected by RPM conditions at a transcriptome level.

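The effect of the RPM on mDCs in dense minus loose matrices was tested as an interaction. MT1G, a metallothionein that binds zinc, had a log2 difference of 2.04, and AUNIP, a DNA repair gene, one of -2.33 (adjusted p = 1 each from edgeR). No gene passed with edgeR, DESeq2 or limma, 689 had an unadjusted p under 0.05, and none passed without any 1 library. All 32 genes of SRP and ER translocation had a higher log2 fold change in dense than in loose matrices (median difference 0.21, camera adjusted p = 1.64e-05, adjusted p = 0.792 with an estimated correlation). Ribosomal proteins differed by 0.33 (camera adjusted p = 1.18e-12, adjusted p = 0.792 with an estimated correlation) and oxidative phosphorylation by 0.27 (camera adjusted p = 2.69e-08, adjusted p = 0.792 with an estimated correlation). Type I interferon-stimulated genes were more lowered in dense matrices, with 41 of 50 under 0 (median difference -0.22, camera adjusted p = 2.34e-05, adjusted p = 0.804 with an estimated correlation). Without dense RPM replicate 1 or 2 this last call was lost (adjusted p = 0.0764 and 0.562), and the SRP call was lost without loose RPM replicate 3 (adjusted p = 0.0692). From the fewer DEGs and the weaker significance of pathways in dense matrices, the paper proposes that mDCs in denser matrices are less affected by RPM conditions, as it does for iDCs.

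**Figure D7:**
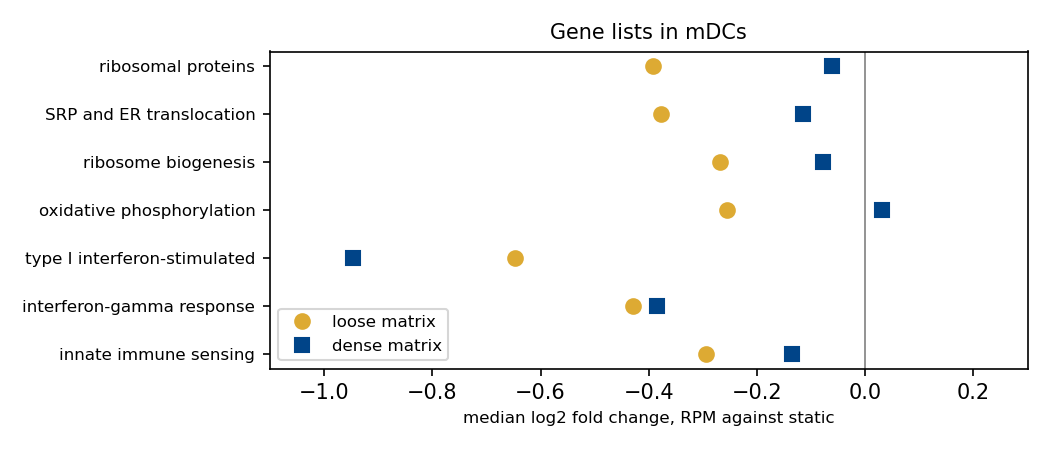
Median log2 fold change on the RPM against static mDCs (x axis) of 7 gene lists (y axis) in loose (circles) and dense (squares) matrices. The median of SRP and ER translocation is -0.38 in loose and -0.12 in dense matrices, and that of the type I interferon-stimulated genes is -0.65 and -0.95.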

**Fig. 7:**
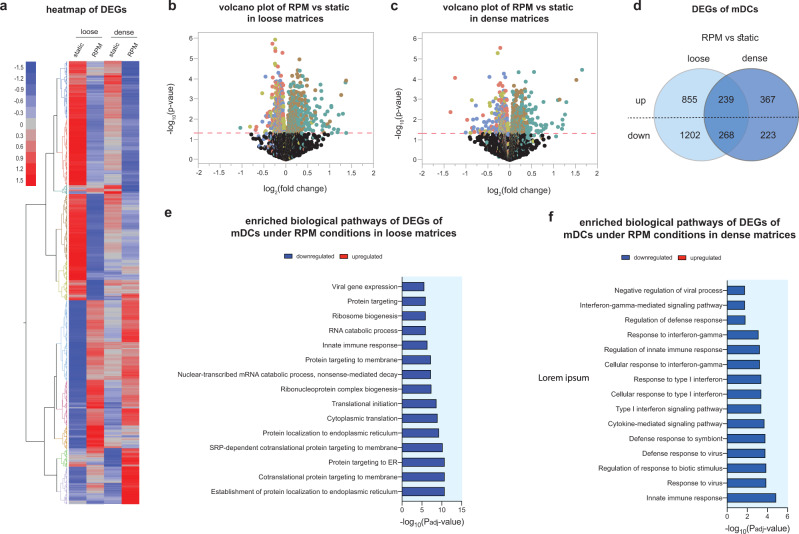
Transcriptome analysis of mDCs using RNA sequencing. mDCs were cultured for 3 days under static or RPM conditions in loose and dense matrices. **a** Heatmap of total DEGs in samples after RNA sequencing analysis. Volcano plots depicting up- and downregulated DEGs of mDCs cultured on the RPM compared to static in **b** loose and **c** dense matrices. **d** Venn diagram of the number of DEGs of mDCs cultured on the RPM compared to static in either loose or dense matrices. Top 15 enriched biological process pathways under RPM conditions in **e** loose and **f** dense matrices.

## Discussion

It is well acknowledged that the immune system is adversely affected by aging in similar ways as it is affected by exposure to microgravity^3,6,58^. Thus, simulating the effects of microgravity on cells is becoming an increasingly useful method for recapitulating and accelerating the effects of aging. However, due to the complexity and ethical concerns of obtaining samples, we are unable to study the effects of microgravity on cells residing within human tissue. We recently showed that 3D biomimetic models could replicate the native microenvironment of tissue-resident immune cells, and this approach replaces the need for animal models or invasive cell retrieval from donors^17,18,59^. In this work, we focus on the differentiation and maturation of aged DCs conditioned using sµG via an RPM bioreactor and cultured within loose and dense 3D matrices, which we use as analogs for aged and normal tissues. A summary illustration of our findings can be seen in Fig. 8. Our data imply that a denser tissue microenvironment alone, with inherently smaller pore sizes, increases the overall immunogenicity potential of both iDCs and mDCs, as seen by an increase in surface marker expression and cytokine secretion (Fig. 2 and Fig. 5). Upon conditioning by RPM, we observed a decrease in specific surface markers as well as secreted cytokines by both iDCs and mDCs (Fig. 2 and Fig. 5). While our results show a decrease in most DC secreted cytokines upon exposure to RPM conditioning as well as a looser tissue niche, both of which simulate “aged” conditions, studies of cytokine levels in astronauts’ blood has shown dysregulation in certain cytokines, such as an increase in TNFα, IL-10, and IL-6 levels, during spaceflight^60–63^. These differences could be due to the fact that our system isolates and focuses on only DC differentiation and function. Furthermore, our DCs are cultured in 3D matrices, replicating tissue resident conditions, whereas cytokine levels from astronauts are obtained from peripheral blood and consist of multiple cell types. Bearing in mind the immune response of these peripheral blood cells is also modulated via crosstalk from other organ systems.

**Fig. 8:**
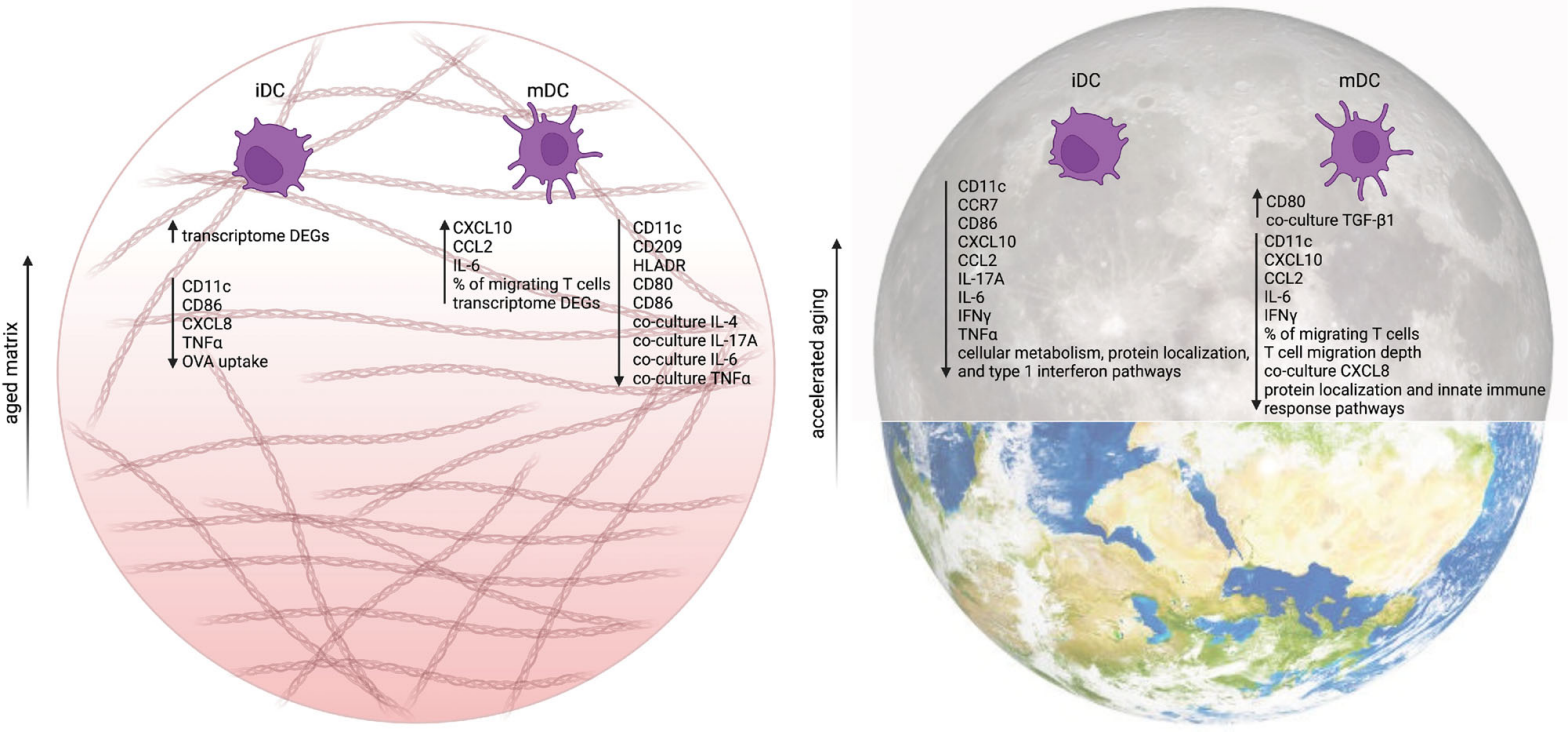
Summary of the effects of matrix density and RPM conditioning on monocyte-derived iDCs and mDCs. Looser matrix density recapitulates aged tissue, and a summary of the effects on iDCs and mDCs due to this, compared to dense matrix controls, is shown in the panel on the left. Exposure to simulated microgravity mimics the effects of accelerated aging, and a summary of these effects of RPM conditioning, compared to static controls on Earth, on iDCs and mDCs is shown in the panel on the right. This figure was created with BioRender.com.

Interestingly, at the transcriptome level, we observed that a younger tissue niche, a denser collagen-formulated microenvironment, better “protected” the cells from the effects of RPM conditioning compared to a looser, more aged tissue niche. This is in line with our previous results that showed attenuated effects of simulated microgravity on the transcriptome profile of T cells cultured in 3D microenvironments versus 2D cell culture dishes^18^. In that study, using computational simulations, we have further shown that shear forces within collagen matrices on the RPM are negligible and do not add to the effects seen under simulated microgravity^18^. Therefore, the altered immune potency, seen through RPM conditioning here, is due to the cancellation of gravitational forces alone.

In healthy immune systems, iDCs uptake and present antigens to cells of the adaptive immune system. Interestingly, we observed no significant changes in their ability to take up OVA when cultured onboard the RPM (Fig. 3). 

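COPE, a subunit of the coat that carries vesicles back from the Golgi to the ER, was at 83.1 ± 3.89 CPM (SD, n = 3) on the RPM and 132 ± 58.9 CPM (SD, n = 3) in static iDCs of loose matrices (log2 fold change -0.67, adjusted p = 0.0544 from edgeR). SEC16A, which marks the sites where vesicles leave the ER, went the other way with a log2 fold change of 0.71 (adjusted p = 0.0677). Of 36 genes of ER to Golgi vesicle transport in iDCs, 27 had a log2 fold change under 0 in loose (median -0.14) and 25 in dense matrices (median -0.08). Adjusted over the list alone, 2 were lower and 1 higher in loose matrices, and no gene passed in dense ones or over all genes. Their camera adjusted p was 0.0588 in loose and 0.0349 in dense matrices (adjusted p = 0.857 with an estimated correlation). Of 34 genes of endocytosis and macropinocytosis, 25 were under 0 in loose (median -0.16, camera adjusted p = 0.0813) and 22 in dense matrices (median -0.10, camera adjusted p = 0.0177, adjusted p = 0.857 with an estimated correlation). RAB5C, a GTPase of early endosomes, had a log2 fold change of -0.62 in loose matrices (adjusted p = 0.053). Of this list 1 gene was lower in loose matrices when adjusted over the list alone, and none passed over all genes. At the preset correlation these calls turn on single libraries. Without static replicate 3 of the loose matrices, COPE, SEC16A and RAB5C passed (adjusted p = 0.000114, 0.000476 and 0.000253). In loose matrices both lists passed without static replicate 2 or 3 or RPM replicate 1 or 3 (ER to Golgi adjusted p = 0.047, 0.0123, 0.024 and 0.0174, endocytosis 0.0226, 0.0259, 0.0264 and 0.0298). In dense matrices the ER to Golgi call was lost without static replicate 1 (adjusted p = 0.185), RPM replicate 1 (0.126) or RPM replicate 3 (0.212), and the endocytosis call without static replicate 1 (0.228), static replicate 3 (0.0706), RPM replicate 1 (0.199) or RPM replicate 3 (0.119).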

RNA sequencing data indicated the downregulation of pathways involved in vesicle and protein localization (Fig. 4). This could imply that while uptake of antigen by iDCs is not affected by RPM conditioning, the subsequent processing steps involved in presenting the antigen to T cells could be attenuated, which would, in turn, affect the overall immune response.

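The effect of the RPM in mDCs minus that in iDCs was tested for each matrix. In loose matrices ANOS1, an adhesion protein of the matrix, and the calcium exchanger SLC8A1 had log2 differences of -1.03 and -1.34, and NCALD, a calcium sensor, one of 2.92 (adjusted p = 0.061 each from edgeR). In dense matrices ITGAL, a chain of the integrin by which leukocytes adhere, had a log2 difference of -0.81 (adjusted p = 1). No gene passed in either matrix with edgeR or limma, DESeq2 called 168 in loose and 0 in dense matrices, and 3921 and 766 genes had an unadjusted p under 0.05. Without static replicate 3 of the loose iDCs, 979 genes passed in loose matrices. Oxidative phosphorylation genes were less lowered in mDCs than in iDCs of loose matrices (median difference 0.37, where all genes had 0.13, camera adjusted p = 0.000426, adjusted p = 0.98 with an estimated correlation), and innate sensing genes more lowered (median difference -0.19, camera adjusted p = 0.0439, adjusted p = 0.98 with an estimated correlation). In dense matrices type I interferon-stimulated genes were more lowered in mDCs (median difference -0.23, camera adjusted p = 0.000316, adjusted p = 0.961 with an estimated correlation). Single libraries end each of these 3 calls. Oxidative phosphorylation had an adjusted p of 0.47 without static replicate 1 of the loose iDCs. Innate sensing had 0.108 and 0.348 without static replicate 2 and 3 of the loose iDCs, 0.0622 without static replicate 1 and 0.0809 without RPM replicate 3 of the loose mDCs. The interferon list had 0.144 and 0.897 without static and RPM replicate 2 of the dense iDCs, and 0.173 and 0.698 without RPM replicate 1 and 2 of the dense mDCs.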

Notably, we observed fewer overall changes in mDCs at the protein and transcriptome levels than in iDCs, even in denser biomimetic microenvironments. We hypothetically attribute this to mDCs being more mature than iDCs after 3 days of culture and, therefore, less “plastic” in terms of their immune potency being altered by external factors when they reach the lymph nodes for T-cell interactions. To reiterate, DCs are mechanosensitive to their biophysical microenvironment. For example, the immune profile of mouse DCs migrating from peripheral tissues to lymph nodes has been found to be biophysically altered by elevated fluid shear forces and physical interaction with endothelial cells of the lymphatic vessels^64^. In addition, with accelerated aging via RPM, the migration depth of T cells into the matrices is significantly less, limiting T-cell interaction with mDCs. This could also affect our immune responses and should be further addressed in future studies that focus on migration dynamics. Of the T cells that do synapse with mDCs in this condition, their activation levels are also lowered. We have performed mechanobiology studies on T-cell interactions using artificial APCs, and by varying the stiffnesses of the “synapse” via polyacrylamide gels, we have found differential CD69 expression (unpublished data). It is, therefore, possible that mDCs cultured on the RPM have altered cytoskeleton dynamics, as reported for other cell types^65^, and this mechanically changed the actin-rich synapse of mDCs, affecting the CD69 activation levels on T cells^66^.

In summary, RPM conditioning of DCs cultured in biomimetic 3D collagen hydrogel matrices shows significant changes in surface marker expression, cytokine secretion, cellular function, and gene expression (Fig. 8). The majority of these changes signify a decrease in immunological potency, thus revealing that DC impairment has a role in age-related and space travel-related immune suppression. Following this, the mechanosensing mechanisms of DCs, pertaining to the lack of gravitational forces, should be explored to shed light on the causes of the reduced immune responses we reported here. We are possibly illuminating the way to improve the quality of life for the aged in our society on Earth and, de novo, countermeasures for astronauts participating in deeper and long-duration space missions from an immunological perspective. In addition, RPM conditioning can age in vitro cell culture and potentially organoid systems. Routinely, animal models are often used as a tool for such aged studies; therefore, our approach demonstrated here can be used as a replacement approach to reduce the need for in vivo studies involving aging.

## Methods

### Reconstitution of 3D collagen matrices, cell culture, monocyte-derived DC differentiation, and imaging

3D collagen matrices were prepared by mixing type I collagen from rat tail (Advanced BioMatrix, Inc. San Diego, CA, USA), 0.1% acetic acid (Sigma‒Aldrich, St. Louis, MO, USA), and 500 mM phosphate buffer (Sigma‒Aldrich, St. Louis, MO, USA) on ice at a concentration of either 1 mg/mL (loose matrix) or 3 mg/mL (dense matrix), as previously published^67^. The prepared collagen solution was transferred onto glutaraldehyde-coated coverslips (13 mm in diameter; VWR, Darmstadt, Germany) to allow for covalent binding of the collagen matrix via a lysine side chain^68^. Fibrillogenesis of the collagen matrix occurred by placing the coverslips at 37 °C, 5% CO_2_, and 95% humidity. Next, the 3D collagen matrices were washed 3 times with phosphate buffer saline (PBS; Thermo Fisher Scientific Inc., UK). Next, the 3D collagen matrices were placed in 4-well plates (Thermo Fisher Scientific Inc., Dreieich, Germany) and kept in PBS (Thermo Fisher Scientific Inc., UK) prior to use to prevent drying.

The human monocytic cell line THP-1 (AddexBio; cell line C0003024, USA) and the human T lymphocyte cell line Jurkat (AddexBio; cell line C0003039, USA) were maintained in RPMI-1640 cell culture medium supplemented with 10% fetal bovine serum (FBS), 1% HEPES, 1% sodium pyruvate, 0.01% beta-mercaptoethanol and 1% penicillin/streptomycin at 37 °C, 95% humidity and 5% CO_2_ (standard cell culture conditions). Cell culture medium and supplements were purchased from Gibco, Invitrogen, Thermo Fisher Scientific Inc., Dreieich, Germany.

For DC cell studies, 1 × 10^5^ THP-1 cells were seeded onto prepared matrices in FBS-free RPMI-1640 cell culture medium and placed in the incubator overnight to allow for infiltration of the cells into the collagen matrices. To induce the differentiation of THP-1 cells into DCs, the cells were cultured under standard cell culture conditions or on an RPM for 3 days in FBS-free RPMI-1640 cell culture medium supplemented with 200 ng/mL IL-4 and 50 ng/mL GM-CSF for iDC differentiation or in the presence of 200 ng/mL IL-4, 50 ng/mL GM-CSF, 20 ng/mL TNFα, and 200 ng/mL ionomycin for mDC differentiation. The differentiation protocol was adopted from Berges et al.^69^. All activating cytokines were purchased from Biolegend, USA. In addition, for the duration of the experiments, samples were cultured within custom-made PDMS microvessels as previously described^16^.

For representative images of cell culture matrices, loose and dense matrices were reconstituted and stained with 50 µM TAMRA and SE (5-(and-6)-carboxytetramethylrhodamine, succinimidyl ester; Thermo Fisher Scientific, USA) for 30 mins and washed 3 times with PBS (Thermo Fisher Scientific Inc., UK). Matrices were visualized using a STED superresolution microscope with a 63× water objective (LEICA, Germany). For representative imaging of iDCs and mDCs in loose and dense matrices, samples were cultured as stated above and imaged using a brightfield microscope (DMi8 S microscopy platform, Leica, Germany).

### Coculture of mDCs and T cells

For mDC and T-cell coculture analysis, mDCs were first differentiated as mentioned above in both 1 and 3 mg/mL collagen matrices under static conditions or on the RPM for 3 days. Next, samples were removed from their respective culture conditions, and PDMS microvessels and differentiation medium were removed. Samples were then washed 2 times with PBS (Thermo Fisher Scientific Inc., UK) and subsequently stained with 1 μM Cell Tracker™ CMFDA Green (Thermo Fisher Scientific, USA) for 10 min under standard cell culture conditions. Afterward, samples were washed three times with PBS (Thermo Fisher Scientific Inc., UK), and new microvessels were placed on the samples along with fresh FBS-free RPMI-1640 cell culture medium. For the coculture with T cells, 1 × 10^5^ Jurkat T cells were added before samples were placed back in their original conditions for an additional 3 days of culture. For the T-cell control, 1 × 10^5^ Jurkat cells were added to wells containing FBS-free RPMI-1640 cell culture medium in PDMS microvessels. Samples were then placed on the RPM or under static conditions in the same incubator.

### Setting of RPM

All RPM experiments were performed on a desktop RPM (Airbus Defense and Space Netherlands B.V., Leiden, The Netherlands). The RPM was placed inside an incubator with standard cell culture conditions (37 °C, 5% CO_2_, and 95% humidity). Afterward, 4-well cell culture plates (Thermo Fisher Scientific Inc., Dreieich, Germany) were placed at the center of rotation of the RPM to maintain the quality of sμG as suggested by the manufacturer of the RPM. The operational setting of the RPM was adjusted for a 3D random mode with random motion and random direction while maintaining an average velocity of 60 deg/s, as established^70^. Control samples under static conditions were placed in the same incubator next to the RPM.

### Quantitative analysis of cell surface markers

Collagen matrices were digested by incubation with 6 mg/mL collagenase (Gibco, Thermo Fisher Scientific Inc., Dreieich, Germany) solution prepared in RPMI-1640 medium for 10 min under standard cell culture conditions^59^. To quantify the expression of surface markers of iDCs and mDCs, cells were stained with antibodies against CD11c (Cat#: 337234), CCR7 (Cat#: 353206), CD80 (Cat#: 305236), CD86 (Cat#: 374214), HLADR (Cat#: 307636), CD209 (Cat#: 330106), and CD206 (Cat#: 321138) for 30 min on ice. All antibodies were diluted at a ratio of 1:250 in PBS (Thermo Fisher Scientific Inc., UK). For coculture cell surface marker analysis, mDCs and T-cells were stained using Zombie Violet Fixable Viability Kit (Cat#: 423114) at a dilution of 1:1000 in PBS (Thermo Fisher Scientific Inc., UK) as well as with an antibody against CD69 (Cat#: 310914), also diluted at a ratio of 1:250 in PBS (Thermo Fisher Scientific Inc., UK). All antibodies and the viability kit were purchased from Biolegend, USA. Clone, conjugated fluorochrome, isotype, and catalog number are listed in Supplementary Table 1. Afterward, stained cells were analyzed using the Cytek Aurora flow cytometer (4 L 16V-14B-10YG-8R) that utilizes an unmixing (compensation) program from the SpectroFlo software. Experiments were performed in at least 4 replicates. Analysis was then performed using FlowJo software (Becton, Dickinson and Company, NJ, USA).

### Cytokine quantification

To study the immune potency of the cells, the cell culture medium of differentiated iDCs and mDCs alone or differentiated mDCs cultured together with Jurkat T cells were collected, and the secretion of proinflammatory cytokines, namely, IL-4, IL-2, CXCL10, IL-1β, CCL2, IL-17A, IL-6, IL-10, IFNγ, IL-12p70, CXCL8, TNFα, and TGF-β1, was analyzed using bead-based ELISA (Biolegend, San Diego, CA, USA). Experiments were performed in at least 4 independent replicates.

### iDC uptake assay and imaging

iDCs were cultured, as mentioned above, in loose and dense collagen matrices either under static or RPM conditions. After 3 days of differentiation, 10 µg of OVA-FITC peptide was added for 1 h. Next, the supernatant was removed, and the samples were washed two times with PBS (Thermo Fisher Scientific Inc., UK). Next, samples were analyzed for FITC signal using the Cytek Aurora flow cytometer (4 L 16V-14B-10YG-8R) that utilizes an unmixing (compensation) program from the SpectroFlo software. Experiments were performed in at least four replicates. Analysis was then performed using FlowJo software (Becton, Dickinson and Company, NJ, USA). Additional samples were also stained with HOECHST 33342 (dilution 1:10,000 in PBS; Invitrogen, Carlsbad, CA, USA) and imaged using a STED superresolution microscope (LEICA, Germany) to obtain representative images of iDC cells that had taken up OVA-FITC peptide.

### Image analysis and quantification of infiltration of T cells

Prior to adding Jurkat T cells to the coculture, mDCs were stained with Cell Tracker™ CMFDA Green (Thermo Fisher Scientific, USA) for 10 min under standard cell culture conditions. Afterward, samples were washed three times with PBS (Thermo Fisher Scientific Inc., UK) before T cells were added and cultured for an additional 3 days. Next, cells were fixed with 4% paraformaldehyde (Biolegend, USA) for 10 min. Samples were then washed three times with PBS (Thermo Fisher Scientific Inc., UK). Afterward, samples were stained with Hoechst-33342 (dilution 1:10,000 in PBS; Invitrogen, Carlsbad, CA, USA) overnight before being washed three times with PBS (Thermo Fisher Scientific Inc., UK). Cell imaging was performed using a STED superresolution microscope with a 63× water objective (LEICA, Germany).

T-cell migration into collagen matrices was quantitatively determined by analyzing individual cell nuclei with only Hoechst-33342 fluorescence signal (and not Cell Tracker™ CMFDA Green), as previously reported^67^. *Z*-stack images with a spacing of 5 µm were obtained using an epi-fluorescence microscope with an automatic scanning stage (DMi8 S; Leica, Germany) using a ×10 dry objective (Leica, Germany). For each experiment, four different positions of each cell culture condition were analyzed. The *z*-position of cell nuclei as a function of migration distance was examined using a custom-built MATLAB script (MATLAB R2019b; MathWorks Inc., USA). Cells located >20 µm below the collagen matrix surface were classified and counted as migrated cells. The maximum migration distance was defined as the distance that was crossed by 10% of all migrating cells. The percentage of migrating T cells was determined as a percentage of the total number of T cells per field. Experiments were performed in at least three independent replicates.

### RNA isolation and purification

RNA was extracted using TRIzol (Invitrogen, Thermo Fisher Scientific, Inc., Dreieich, Germany), followed by chloroform extraction (Sigma‒Aldrich, Schnelldorf, Germany) using the manufacturer’s protocol. Afterward, purification using the RNeasy mini kit (Qiagen, Hilden, Germany) was performed according to the manufacturer’s protocol. The obtained RNA concentration and purity (the ratio of absorbance at 260 and 280 nm) were quantified using a Nanodrop (Thermo Fisher Scientific, Inc., Dreieich, Germany) and confirmed by a Qi RNA kit using a Qubit 4 fluorometer (Thermo Fisher Scientific, Inc., Dreieich, Germany) prior to performing RNA sequencing.

### RNA sequencing and analysis

Purified RNA samples were prepared with an NEB Ultra II RNA kit (New England Biolabs, Ipswich, MA, USA) according to the protocol instructions using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA) and uniquely dual indexed. The resulting library concentration, size distribution, and quality were assessed on a Qubit 4 fluorometer (Thermo Fisher Scientific, Inc., Dreieich, Germany) with a dsDNA high sensitivity kit (Invitrogen, Carlsbad, CA, USA) and on a 4200 TapeStation using a High Sensitivity D5000 kit (Agilent, Santa Clara, CA, USA). Based on these results, libraries were normalized according to their molarity and pooled, and then quantified with a library quantification kit for Illumina platforms (Roche, Basel, Switzerland) on a StepOnePlus qPCR machine (Thermo Fisher Scientific, Inc., Dreieich, Germany). Finally, pooled libraries were loaded at 350 pM with 1% PhiX on S2 FlowCell and paired-end sequenced (2 × 150 bp) on a NovaSeq 6000 next-generation sequencer (Illumina, San Diego, CA, USA). RNA-Seq was performed in triplicate.

Raw FASTQ sequenced reads were first assessed for quality using FastQC v0.11.5 (available online at http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)^71^. The reads were then passed through Trimmomatic v0.36^72^ for quality trimming and adapter sequence removal with the following parameters (ILLUMINACLIP: trimmo-matic_adapter.fa:2:30:10 TRAILING:3 LEADING:3 SLIDINGWINDOW:4:15 MINLEN:36). The surviving trimmed read pairs were then processed with Fastp^73^ to remove poly-G tails and Novaseq/Nextseq-specific artifacts. Following quality trimming, the reads were assessed again using FastQC. After QC and QT, the reads were aligned to the human reference genome GRCh38.p4 using HISAT2^74^ with the default parameters and by providing the –dta flag. The resulting SAM alignments were then converted to BAM format and coordinated sorted using SAMtools v1.3.1^75^. The sorted alignment files were then passed through HTSeq-count v0.6.1p1^76^ using the following options (-s no -t exon -I gene_id) for raw count generation. Concurrently, the sorted alignments were processed through Stringtie v1.3.0^77^ for transcriptome quantification. Briefly, the process was stringtie → stringtie merge (to create a merged transcriptome GTF file of all the samples) → stringtie (this time using the GTF generated by the previous merging step). Finally, Qualimap v2.2.2^78^ was used to generate RNA-Seq-specific QC metrics per sample.

RNA-Seq data were merged using the NASQAR toolbox (publicly accessible at http://nasqar.abudhabi.nyu.edu/; accessed on 20 March 2022)^79^. Raw counts of genes were first converted into TPM^80^. These data were then used with JMP Genomics (JMP®, Version <*9*>. SAS Institute Inc., Cary, NC, 1989–2021) software to determine differentially expressed genes (DEGs; FC ≥ 2, FDR ≤ 0.05). Idep96 (http://bioinformatics.sdstate.edu/idep96/; accessed on 17th June 2022) was used to determine the top enriched GO biological process pathways using the GAGE method (FDR ≤ 0.2)^81^.

### Data and statistical analysis

Statistical significance was determined using unpaired one-way ANOVA followed by the Kruskal‒Wallis post hoc test and Dunn’s test for multiple comparisons using Prism 9 (GraphPad Software Inc., San Diego, USA), and the level of significance was set to *p* ≤ 0.05. Unless otherwise stated, all experiments were performed in at least three replicates. Data are represented as the mean ± standard deviation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

reporting summary

## Data Availability

The datasets generated and analyzed for this study can be accessed through Gene Expression Omnibus (GEO) under accession number GSE232153.

## Code availability

The custom codes used for this study can be provided upon request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

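RNA from 24 samples was sequenced: iDCs and mDCs made from THP-1 cells, in loose (1 mg/mL) or dense (3 mg/mL) collagen, static or on the RPM for 3 days, with 3 samples in each of 8 groups. The deposited counts are raw reads per gene that the authors counted with HTSeq 0.6.1p1 after FastQC 0.11.5, Trimmomatic 0.36, fastp, alignment with HISAT2 to GRCh38.p4 and SAMtools 1.3.1. The release of the gene annotation is not given in the sources used here, and gene positions were taken from a GENCODE annotation of GRCh38 that holds 17540 of the tested genes. The deposited table has 65988 gene entries and none of the summary lines of HTSeq. Of its symbols, 2501 have more than 1 entry, most of them alternate-locus copies, and their counts were summed, which left 59370 genes. Date-like names stand in place of 31 symbols. Every column was assigned to its group from the sample labels, and no column was left over.

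Genes were kept with filterByExpr of edgeR 4.0.16 (minimum count 10), which left 22671. One quasi-likelihood model with a term per group was fitted in R 4.3.3 to all 24 samples after TMM scaling (prior degrees of freedom 9.76). Contrasts compared the RPM with static cultures in each of the 4 kinds of culture, mDCs with iDCs and dense with loose matrices in static cultures, and the RPM effects with each other. Adjusted p values are Benjamini-Hochberg over all tested genes. DEGs are counted at a fold change of at least 2 and an FDR of at most 0.05, the thresholds of the paper, which tested TPM values in JMP Genomics and pathways with GAGE in iDEP.

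Of 40 gene lists, 7 stand for the pathways that the paper names for the RPM. The paper found these pathways in the same samples, so the 7 lists were not chosen independently of the data. In a list, genes are counted at an FDR of at most 0.05 over all genes and again with p adjusted over the list alone, with no fold limit. The lists were compared with other genes by camera of limma 3.58.1, with the preset correlation of 0.01 and with an estimated one. They were also tested by fry, which asks whether the genes of a list change at all, without regard to other genes. For each test p was adjusted over the 40 lists. Of 1114 genes in the lists, 1113 were found in the table.

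Genes are named by a rule: the 6 largest rises and falls of a comparison among genes that pass the FDR, have a symbol, an average log2 CPM of at least 2 and groups that do not overlap; the genes whose proteins the study measured; the 3 members of a described list with the smallest p, or a member that goes against its list; and for interactions the 4 genes with the smallest adjusted p in each direction. Figures 4, 7 and 8 of the paper were seen before the rule was written. The choice of genes for the averaged RPM effect does not come from this rule.

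Depth ran from 9187330 counts in RPM replicate 2 of the dense mDCs to 29585086 in a dense static iDC sample. Between pairs of replicates the chi-square per gene ran from 6.73 to 147, where counting noise alone gives 1. The pipeline was tested on simulated data with 200 changed genes, beside a list of genes lowered together, at the real depths. Of 100 genes changed 2-fold, 23 to 29 were called in the 4 RPM comparisons, and of 100 changed 4-fold, 68 to 72, with 1 to 8 false calls. Simulated genes varied independently and no library was made to stand out, so the number of false calls need not hold for the real samples. At 2-fold the fold limit itself removes many true changes, and 44 to 52 passed the FDR alone.

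Each analysis was repeated with DESeq2 1.42.0, with limma on log2(CPM + 1) scaled by library totals, with other scalings and filters (among them CPM of at least 1 in at least 3 samples), with replicate number as a block, on the groups compared alone, and without each library in turn. Median shifts of all genes above 0.1 on the log2 scale arose with library totals (0.12 in loose iDCs, 0.22 in loose mDCs and 0.10 in dense mDCs on the RPM, and -0.19 in loose and -0.18 in dense matrices between mDCs and iDCs) and with limma (0.14 in loose mDCs on the RPM and -0.11 in dense matrices between mDCs and iDCs). With TMM the medians of the comparisons named for library totals were -0.04, 0.04, 0.02, -0.06 and 0.01. For the differences between RPM effects, TMM left medians of 0.10 (dense minus loose in iDCs) and 0.13 (mDCs minus iDCs in loose matrices), and the latter was 0.11 with RLE and 0.13 with library totals. Proteins measured by flow cytometry, bead assays or microscopy have no deposited values and were left out.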

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

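The olfactory receptor measure, the comparison of dense with loose static iDCs and the tests of how the RPM effect on a list differs between groups were reported because of what the values showed.

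Olfactory receptor genes averaged 16.9 ± 15.0 CPM in mDCs on the RPM in loose and 15.9 ± 5.88 CPM in dense matrices, against 3.67 ± 0.536 and 4.37 ± 0.705 CPM in static mDCs (SD, n = 3 each). The loose mean rests on RPM replicate 3, with 34.1 CPM beside 7.79 and 8.64 in replicate 1 and 2, and the dense samples have 9.74, 21.4 and 16.6. The paper does not report a measure of background.

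In static iDCs, 107 genes differed between dense and loose matrices, 93 higher and 14 lower in dense ones, a comparison whose RNA the paper does not describe. The 3 loose samples are also the static samples of the RPM comparison in loose iDCs, where CR1, LRP1 and RPL13P12 were called too. EHF was at 5.28 ± 2.23 CPM in dense and 1.47 ± 0.818 in loose matrices (SD, n = 3 each; log2 fold change 1.88, adjusted p = 0.00925), and LRP1 at 125 ± 32.4 and 42.0 ± 16.7 CPM (log2 fold change 1.57, adjusted p = 0.00405). The cell cycle gene CDKN3 was at 7.72 ± 1.85 and 16.4 ± 1.48 CPM (log2 fold change -1.09, adjusted p = 0.0275). Of the 12 genes that the rule names as largest rises and falls in this comparison, 9 passed without loose replicate 1, none without loose replicate 2, and 1, 11 and 5 without dense replicate 1, 2 and 3. The count was 0 and 897 without loose replicate 2 and 3, and 3, 213 and 15 without dense replicate 1, 2 and 3. With 3 samples in each group the splits are too few for a share under 0.05, and the highest other split gave 136 genes.

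The list medians that differ between groups, by camera at the preset correlation, are these, where the median over all genes was 0.10 for dense minus loose in iDCs, 0.02 in mDCs, and 0.13 for mDCs minus iDCs in loose and -0.015 in dense matrices. In iDCs the RPM effect in dense minus loose matrices was 0.58 for ribosomal proteins, 0.24 for ribosome biogenesis (camera adjusted p = 0.00253) and 0.61 for oxidative phosphorylation. In mDCs it was 0.33 for ribosomal proteins, 0.21 for SRP and ER translocation, 0.17 for ribosome biogenesis (camera adjusted p = 0.000237), 0.27 for oxidative phosphorylation and -0.22 for the type I interferon-stimulated genes. In loose matrices the effect in mDCs minus that in iDCs was 0.32 for ribosomal proteins (camera adjusted p = 0.0139), 0.37 for oxidative phosphorylation and -0.19 for innate immune sensing. In dense matrices it was -0.23 for the type I interferon-stimulated genes and -0.20 for the interferon-gamma response (camera adjusted p = 0.00456). None of these differences passed with an estimated correlation (the smallest adjusted p was 0.792). Without 1 library, ribosome biogenesis in mDCs lost its call (adjusted p = 0.129 without loose RPM replicate 3), as did ribosomal proteins between the cell types in loose matrices (0.303 without iDC static replicate 1, with the direction turned, 0.114 without mDC static replicate 3, 0.215 and 0.327 without mDC RPM replicate 1 and 2) and the interferon-gamma response in dense matrices (0.124 and 0.147 without static and RPM replicate 2 of the iDCs, 0.0588 without static replicate 3 and 0.0859 and 0.123 without RPM replicate 1 and 2 of the mDCs).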

How the results depend on the processing

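Settings added after the data were seen are entries of 1 symbol kept separate, the doubted libraries left out together (iDC loose static 1, mDC loose RPM 3 and mDC dense RPM 2), the olfactory receptor covariate, and every setting of the averaged RPM effect, which itself was chosen then. Counts below are DEGs, against 22 (iDC loose, RPM), 0 (iDC dense), 704 (mDC loose), 0 (mDC dense), 4208 and 3050 (mDC against iDC, loose and dense), 107 and 0 (dense against loose static iDC and mDC), 0 in each interaction, 0 shared genes and 1555 (averaged). The cause of a shift was not tested.

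With the FDR alone and no fold limit, counts were 82 for iDC loose, 2 for mDC dense, 8416 and 5643 for mDC against iDC, 407 for static iDC, 2 shared in mDC and 4548 averaged. At an unadjusted p without fold limit they were 4686, 1372, 6227 and 3547 on the RPM (iDC loose, iDC dense, mDC loose, mDC dense), 10213 and 8148 for mDC against iDC, 4712 and 1192 for dense against loose, 2650, 689, 3921 and 766 for the interactions (iDC, mDC, loose, dense), 152 and 2093 shared in iDC and mDC, and 8125 averaged.

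DESeq2 gave 91 for iDC loose, 1 for iDC dense, 1412 for mDC loose, 329 for mDC dense, 173 for static iDC, 7 and 168 for the iDC and the loose interaction, and 167 shared in mDC. On log2(CPM + 1), limma gave 92 for iDC loose, 290 and 136 for mDC loose and dense, 2629 and 1847 for mDC against iDC, 65 shared in mDC and 26 averaged. With an unadjusted p and no fold limit, limma gave 4687, 1085, 6066 and 4210 on the RPM, 10100 and 8364 for mDC against iDC, 4381 and 867 for dense against loose, 2513, 730, 4052 and 1293 for the interactions, and 171 and 2623 shared.

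With RLE size factors the loose interaction had 10, and with library totals mDC loose had 1211. With no filter, counts were 189, 57, 1438 and 421 on the RPM, 250 and 12 for dense against loose, 72, 6, 380 and 6 for the interactions, 16 and 223 shared and 2615 averaged. With a filter of 1 CPM in 3 samples they were 49 for iDC loose, 1 for mDC dense, 1 shared in mDC and 619 averaged. On only the groups compared, iDC loose and static iDC had 0.

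With replicate number as a block, iDC loose had 10, mDC dense 1 and mDC shared 1. The numbers do not pair samples: of 24 correlations between samples of 1 number 2 passed 0.1, they ran from -0.19 to 0.15, and 10 of 24 samples matched best with their own number.

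Without the doubted libraries, iDC loose had 7, mDC loose 6 and the average 754. With log2 olfactory receptor CPM as a covariate iDC loose had 6, mDC loose 0 and the average 0. In mDCs every RPM sample has more olfactory receptor CPM than every static one. The covariate therefore cannot part background from the RPM there.

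Leave-one-out ranges were 0 to 941 for iDC loose, 0 to 0 for iDC dense, 1 to 1171 for mDC loose, 0 to 51 for mDC dense, 3694 to 4710 and 2270 to 3049 for mDC against iDC, 0 to 897 and 0 to 1 for dense against loose, 0 to 681, 0 to 0, 0 to 979 and 0 to 0 for the interactions (iDC, mDC, loose, dense), 0 to 0 and 0 to 9 shared in iDC and mDC, and 794 to 1924 averaged. The extremes came without loose iDC RPM replicate 2 (0) and static replicate 3 (941), loose mDC RPM replicates 3 (1) and 1 (1171), and loose iDC static replicates 2 (0) and 3 (897).

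Of the 7 pathway lists, camera called 6, 6, 7 and 6 lower on the RPM. The lists follow pathways that the paper reported from the same samples, so these calls are no independent check of them. With an estimated correlation it called 0, 0, 0 and 0, and fry called 0, 0, 3 and 0. With the covariate mDC loose had 4 and mDC dense 2. Leave-one-out ranges were 4 to 6, 2 to 7, 7 to 7 and 5 to 6. Directions turned for the interferon-gamma response in loose iDCs, where leave-one-out adjusted p ran from 2.15e-05 (without static replicate 2) to 0.877 (without static replicate 1, turned), and 0.81 without the doubted libraries. With the covariate, directions turned in dense mDCs for ribosomal proteins (adjusted p = 0.00126), SRP (0.318), ribosome biogenesis (0.429) and oxidative phosphorylation (3.23e-06).

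Over all settings, 296 counts stayed within 1.5 times and 124 did not. List results kept side and direction in 384 settings, lost the call in 74, gained it in 3, moved in 9 and turned in 6. Genes named in the text, with the largest rises and falls of the rule, stayed on the same side of the threshold in 1815, lost the call in 322, gained it in 28 and changed sign without passing in 5. These 5 are CIRBP averaged over the 4 comparisons (-0.036; 0.08 with library totals, 0.07 with limma and 0.000567 with the 1 CPM filter) and CD86 between dense static mDCs and iDCs (-0.18; 0.09 and 0.01 without replicate 1 of the iDCs and replicate 2 of the mDCs). No such gene that passed turned in these settings. The planned choices of a pseudocount and of no filter for TPM or FPKM do not apply to raw counts.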

Differences from the paper's values

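The paper gives 1089 genes higher and 1830 lower on the RPM for iDCs in loose matrices, where 15 and 7 were found, and neither count came near under any alternative set before the data were examined. For iDCs in dense matrices the paper gives 283 higher and 428 lower, where 0 and 0 were found. The lower count was near at an unadjusted p (423) and with limma at an unadjusted p (435), and the higher count under none.

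For mDCs in loose matrices the paper gives 1094 higher and 1709 lower, where 670 and 34 were found. The higher count was near with the FDR alone (735), DESeq2 (1368), RLE size factors (763), library totals (1196), no filter (1357) and without RPM replicate 1 (1054) or 2 (939), and far from it with limma, an unadjusted p, or without RPM replicate 3 or any 1 static replicate. The lower count was far under all. For mDCs in dense matrices the paper gives 606 higher and 491 lower, where 0 and 0 were found. The lower count was near with limma at an unadjusted p (680) and the higher under none.

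Between mDCs and iDCs the paper gives 2969 genes higher in loose and 2408 in dense matrices, where 1767 and 1298 were found. The first was near with the FDR alone (3740), limma at an unadjusted p (3513) and without iDC replicate 3 (2018), and the second with the FDR alone (2555) and limma at an unadjusted p (2155). Others, such as DESeq2 (1936 and 1525), left them apart. The lower genes, 3454 and 2573 in the paper, were 2441 and 1752.

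The paper gives 48 higher and 69 lower genes shared by both matrices in iDCs, where 0 and 0 were found. The lower count was near only at an unadjusted p without fold limit (48), where independent genes would give 55.0, so that overlap is not above chance. In mDCs the paper gives 239 and 268 shared, where 0 and 0 were found. The higher count was near with DESeq2 (163) and no filter (195), and the lower with limma at an unadjusted p (215).

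In loose matrices the paper has more genes lower than higher on the RPM. Here mDCs had more higher, and iDCs had 15 higher and 7 lower, 41 in each direction with the FDR alone, and 1741 higher and 2945 lower at an unadjusted p. The paper has fewer genes changed in mDCs than in iDCs in loose matrices, and here 704 passed in mDCs and 22 in iDCs. That order rests on single samples, with 1 gene in mDCs without RPM replicate 3, 23, 49 and 65 without static replicate 1, 2 and 3, and 1171 without RPM replicate 1, and in iDCs 941 without static replicate 3, 5 and 1 without static replicate 1 and 2, and 1, 0 and 1 without RPM replicate 1, 2 and 3. In dense matrices the paper reports changed genes in both cell types, and here edgeR called none at the thresholds of the paper.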

Other observations

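The test of 1 library, the tests of interferon genes, the CIRBP test, the test on genes with a symbol, the lowest possible ratio over all 670 and the averaged RPM effect were chosen only after the result was seen.

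In mDCs of loose matrices 670 genes, mostly of few counts, were higher on the RPM, and genomic DNA in the library could raise such genes, with olfactory receptor genes as much per kb of exon. Over the 526 genes with an exon length (of 535 with a symbol), the excess per kb was measured in the dense matrices. Its median was 15.9 times the excess of olfactory receptor genes (95% interval 14.5 to 17.9). Over all 670 the ratio is at least 11.3 (9.70 to 13.0), with the 144 genes without an exon length ranked below all others. This argues against genomic DNA spread evenly per kb as the whole cause. The genes had to pass a count filter and show a rise, as the olfactory receptor genes did not, which raises the ratio by itself. Genomic DNA that falls unevenly over genes therefore stays open. Depth is argued against as well, since after thinning to equal depth the lowest loose RPM sample has 3776 more genes with a count than the highest static one. RPM replicate 3 as the source of the calls stays open, since without it 0 of the 670 passed and the count fell from 704 to 1, and their median log2 fold change of 2.04 without it (2.74 with it) decides nothing on genes chosen with the same samples. RNA of other cells stays open too, since T lymphocyte and fibroblast markers were higher as lists (camera adjusted p = 0.0092 and 0.0403, or 0.43 and 0.588 with an estimated correlation, the fibroblast call lost without static replicate 2, adjusted p = 0.123, or RPM replicate 3, 0.187), as does a lower RNA quality on the RPM, which was not tested, beside an effect of the RPM.

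Type I interferon-stimulated genes were lower on the RPM as a list in all 4 comparisons, though none passed with an estimated correlation (camera adjusted p from 0.454 to 0.857), and in loose iDCs the call rests on static replicate 1 (mean log2 CPM 6.05 beside 4.11 and 4.48; mean difference -0.67 with it and -0.08 without, camera adjusted p = 0.962) and RPM replicate 2 (-0.36 without it, camera adjusted p = 0.138; -1.05 without static replicate 2). Permuting RPM and static labels within each comparison gave an exact p = 0.00579 (0.0203 adjusted over 40 lists, and at most 0.017, or 0.0464 adjusted, without any 1 library). The list stands for a pathway that the paper reported as lower from these same samples, and the test was chosen after the fall was seen. This p does not count that choice, and it holds only as far as samples are separate cultures. It therefore cannot decide against variation between cultures that has nothing to do with the RPM. The test does not single out this list, since 18 of the 40 passed, 15 lower and 3 higher, among them fibroblast markers (mean log2 difference 0.48, adjusted p = 0.00724) and T lymphocyte markers (0.50, adjusted p = 0.0203). A share of background counts might lower every list, but the lowest of 10000 random lists of like expression had a median of -0.19, against -0.78 for this list. An effect of the RPM on interferon signaling is a hypothesis that these tests leave open, and a handling difference shared by all RPM cultures cannot be separated from it.

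RBM3 was lower on the RPM in all 4 comparisons, with an averaged log2 fold change of -0.87 (standard error 0.0748, adjusted p = 2.16e-07). A warmer culture on the RPM could lower it and would lower CIRBP, the other cold-induced RNA-binding gene, which had -0.036 (adjusted p = 0.744; 0.08 with library totals, adjusted p = 0.465). Scaling is argued against, since the fall kept at least 0.782 of its size under other scalings. An effect of the RPM on RBM3 by another route was not tested.

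Averaged over the 4 comparisons, TNFSF18 fell (log2 fold change -1.24, adjusted p = 2.51e-05), CDC42EP3 fell (-0.48, adjusted p = 4.59e-05), and MERTK, a receptor for dying cells, rose (1.23, adjusted p = 2.51e-05), as did SKIL (0.61, adjusted p = 0.001) and SMAD7 (0.37, adjusted p = 0.0022). The naming rule does not cover this averaged effect, and these genes stand for no tested list. Other genes changed as clearly in edgeR, such as APCDD1 (-0.67, adjusted p = 3.57e-05) and FCGBP (2.09, adjusted p = 4.59e-05). In all 1498 genes rose and 57 fell. Of 100 splits, 99 drawn ones and the real one, only the real one reached that count, and the highest other gave 960 genes. This argues against chance labels for the count in edgeR, as far as samples are separate cultures. It does not exclude chance, as the averaged effect was chosen after the data were seen. A first run with 30 splits had the same 1 of 30. A drawn split can keep the real groups of a comparison whole or nearly so. The 960 genes of the highest other split may thus hold part of the real difference, and their cause was not tested. The count was 26 with limma on log2(CPM + 1), 5 higher and 21 lower, 619 with the 1 CPM filter, 2615 with no filter, 754 without the doubted libraries, 0 with the olfactory receptor covariate, 794 without RPM replicate 2 of the loose iDCs and 974 without RPM replicate 3 of the loose mDCs. Within each of the 4 comparisons, all RPM samples lay above all static samples of that comparison for 14 genes and below for 25, where 0.142 are due to chance in each direction (18 and 30 with RLE size factors, 32 and 5 with library totals).

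For single comparisons the splits of 3 against 3 are too few for a share under 0.05. The real count and the highest of the other splits were 22 and 0 for loose iDCs (1 of 10 splits as large), 0 and 1 for dense iDCs (10 of 10), 704 and 0 for loose mDCs (1 of 10), 0 and 2 for dense mDCs (10 of 10), 4208 and 0 for mDCs against iDCs in loose (1 of 10) and 3050 and 0 in dense matrices (1 of 10), 107 and 136 for static iDCs (2 of 10) and 0 and 0 for static mDCs (10 of 10). For the pathway lists they were 6 and 7, 6 and 7, 7 and 7, and 6 and 7 (6, 4, 3 and 2 of 10 splits as large, in loose and dense iDCs and loose and dense mDCs). For the 4 interactions and the shared genes the real count is 0, so every split is as large whatever the data (25 of 25 and 100 of 100) and this decides nothing. The highest other counts were 115, 1, 304 and 159 for the interactions and 0 for shared genes. A drawn split can keep the real groups of a comparison, or swap them whole. These counts can thus hold part of the real differences, and their cause was not tested.

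Proteins that the paper measured on the RPM have RNA values that did not pass in edgeR. CXCL8 was at 12.7 ± 1.52 CPM on the RPM and 30.2 ± 18.0 in static iDCs of loose matrices (SD, n = 3 each; log2 fold change -1.25, adjusted p = 0.0579 from edgeR), and at 23.2 ± 6.09 and 51.6 ± 6.17 CPM in dense ones (adjusted p = 0.719). In mDCs of loose matrices IL6 was at 27.7 ± 6.53 and 63.2 ± 14.9 CPM (adjusted p = 0.0683), CXCL10 at 14.5 ± 2.44 and 58.2 ± 15.4 CPM (adjusted p = 0.0782), and CD80 at 4.81 ± 1.67 and 10.5 ± 2.39 CPM (log2 fold change -1.13, adjusted p = 0.0621), opposite to the CD80 protein, which the paper reports as higher there on the RPM. In mDCs of dense matrices, where the paper reports less CXCL10 and IL-6 on the RPM, CXCL10 was at 9.62 ± 8.32 and 41.2 ± 23.9 CPM (log2 fold change -2.06, adjusted p = 0.181) and IL6 at 21.8 ± 5.20 and 42.2 ± 5.48 CPM (log2 fold change -0.96, adjusted p = 0.244). In iDCs of dense matrices, where the paper reports falls of CXCL10, CCL2, IL-6 and TNF among others, the log2 fold changes were -0.97, -0.18, -1.29 and -0.90 (adjusted p = 0.902, 0.959, 0.824 and 0.867). DESeq2 called CXCL8 in loose iDCs (adjusted p = 0.0415) and CD80 in loose mDCs (adjusted p = 0.0347).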
